# Transcriptome analysis reveals regulatory networks underlying differential susceptibility to *Botrytis cinerea* in response to nitrogen availability in *Solanum lycopersicum*

**DOI:** 10.3389/fpls.2015.00911

**Published:** 2015-11-04

**Authors:** Andrea Vega, Paulo Canessa, Gustavo Hoppe, Ignacio Retamal, Tomas C. Moyano, Javier Canales, Rodrigo A. Gutiérrez, Joselyn Rubilar

**Keywords:** nitrate nutrition, tomato, defense mechanisms, jasmonic acid, gene network analysis, ethylene signaling, microarray analysis

## Abstract

Nitrogen (N) is one of the main limiting nutrients for plant growth and crop yield. It is well documented that changes in nitrate availability, the main N source found in agricultural soils, influences a myriad of developmental programs and processes including the plant defense response. Indeed, many agronomical reports indicate that the plant N nutritional status influences their ability to respond effectively when challenged by different pathogens. However, the molecular mechanisms involved in N-modulation of plant susceptibility to pathogens are poorly characterized. In this work, we show that *Solanum lycopersicum* defense response to the necrotrophic fungus *Botrytis cinerea* is affected by plant N availability, with higher susceptibility in nitrate-limiting conditions. Global gene expression responses of tomato against *B. cinerea* under contrasting nitrate conditions reveals that plant primary metabolism is affected by the fungal infection regardless of N regimes. This result suggests that differential susceptibility to pathogen attack under contrasting N conditions is not only explained by a metabolic alteration. We used a systems biology approach to identify the transcriptional regulatory network implicated in plant response to the fungus infection under contrasting nitrate conditions. Interestingly, hub genes in this network are known key transcription factors involved in ethylene and jasmonic acid signaling. This result positions these hormones as key integrators of nitrate and defense against *B. cinerea* in tomato plants. Our results provide insights into potential crosstalk mechanisms between necrotrophic defense response and N status in plants.

## Introduction

Nitrogen (N) is an essential macronutrient whose availability significantly impacts plant growth and development. Since natural environments and agricultural fields have limited amounts of N, the production of high-yielding crops relies on the application of large quantities of nitrogenous fertilizers, which come at considerable economic (Good et al., 2004) and environmental costs (Hirel et al., 2011).

The relevance of N for plants is clearly exemplified by its effects on leaf growth (von Wirén et al., 2000), senescence (Vanacker et al., 2006), root system architecture (Zhang et al., 2007; Vidal et al., 2010) and flowering time (Castro Marín et al., 2010). Besides growth and developmental effects, it is also clear that N nutrition can impact the plant's ability to cope with environmental challenges such as plant pathogen attacks (Snoeijers et al., 2000; Walters and Bingham, 2007; Dordas, 2008; Fagard et al., 2014). Different studies have shown that N availability impacts the outcome of plant-pathogen interactions, although the mechanisms underlying this connection are poorly understood, and the effect of N on this process is highly dependent on the crop being studied and on the particular life style of the pathogen involved (Snoeijers et al., 2000; Walters and Bingham, 2007; Dordas, 2008; Fagard et al., 2014). Consequently, it is difficult to derive general rules for the role of N in this process.

The plant defense response is a complex biological process involving numerous changes at the biochemical, physiological, and molecular (transcriptional) level, all governed by an intricate grid of hierarchical and regulatory interactions (Windram et al., 2014). These defense mechanisms are triggered partly by the defense hormones salicylic acid (SA) and jasmonic acid (JA) (Thomma et al., 2001; Glazebrook, 2005; Pieterse et al., 2009; Caarls et al., 2015). In general terms, SA is involved in resistance against biotrophic pathogens (Vlot et al., 2009), while JA participates in the regulation of defense response against necrotrophic pathogens and insects (Farmer et al., 2003).

Since plant defense is an active and energetically costly response mechanism, it is expected that the metabolic state of the plant plays a fundamental role in the outcome of the plant-pathogen interaction. A few agronomic reports indicate that high N availability increases the incidence of crop diseases (Hoffland et al., 2000; Olesen et al., 2003; Ballini et al., 2013). On the other hand, some studies report that a reduction in N fertilization increases disease severity (Hoffland et al., 1999; Long et al., 2007; Linquist et al., 2008). In the model plant *Arabidopsis thaliana*, proteins involved in plant resistance to infections are up-regulated in response to changes in N levels (Lau and Hamer, 1996; Dietrich et al., 2004). In the case of *Botrytis cinerea*, one of the most important fungal plant pathogens with regard to both its scientific and agronomic importance (Dean et al., 2012), plant N status can either promote or impede infection, depending on the plant species. For instance, while high N fertilization rates increase disease severity in legumes (Davidson et al., 2007) and lettuce (Lecompte et al., 2013), elevated N concentrations result in reduced susceptibility to this fungus in tomato (Hoffland et al., 1999; Lecompte et al., 2010). As there appears to be a trade-off between plant growth and defense responses (Walters and Heil, 2007), an intricate interconnection between metabolic and stress signaling pathways is required for proper and efficient resource allocation (Hey et al., 2010). The relationship between N metabolism and plant defense responses however, has not been analyzed in detail, although it has recently been recognized that this interconnection may shed new light on the complexity of plant defense strategies (Fagard et al., 2014).

In this study, we analyzed changes in global gene expression patterns during *B. cinerea* infections in tomato plants grown under contrasting nitrate regimes, with the goal of characterizing the interaction between N supply and defense responses at molecular level. High nitrate availability reduced plant susceptibility to this fungus when measured in leaves and tomato fruits. Global gene expression patterns confirmed that the tomato plant defense response is affected by nitrate availability. To get a broader overview of the interconnection between N metabolism and the plant defense response, a gene network analysis was performed. This strategy identified a transcriptional regulatory network controlling plant susceptibility to this fungus depending on nitrate condition. After validating a network-derived prediction by RT-qPCR in leaves and fruits infected by the fungus, we conclude that the expression of key transcription factors (TFs) involved in ethylene (ET) and JA signaling is modulated by the plant N status when tomato is infected by *B. cinerea*, suggesting that these hormones play a role in the nitrate-defense response interaction in tomato. Our study identified crosstalk points between N-nutrition, defense response and the ET/JA pathways in plants.

## Results

### Plant nitrate regimes alter the progression of *B. cinerea* infection in tomato

As a first step to evaluate a connection between plant nitrate availability and plant response to pathogen infection, we evaluated the growth of *S. lycopercicum cv. MicroTom* under N (nitrate) conditions that ranged from limiting to sufficient. Tomato plants were grown in pots with vermiculite, an inert growing substrate without N sources, and irrigated with a complete mineral nutrient solution without N supplemented with 2, 4, 6, or 12 mM nitrate (final concentration). As expected, nitrate concentration had a significant impact on tomato plant growth. Maximal growth was attained with 6 mM (N-sufficient condition) under our experimental conditions, and 2 mM and 4 mM nitrate produced severe and mild growth phenotypes, respectively (N-limiting conditions). To evaluate higher N input, tomato plants were grown using 12 mM nitrate. The amount of shoot biomass was reduced upon lowering the amount of nitrate to that normally present in the N-sufficient condition (6 mM), while higher concentrations did not lead to significant changes (Figure S1).

To evaluate whether contrasting nitrate concentrations impact the susceptibility of tomato plants to fungal infection, plants were grown under 2, 4, 6, or 12 mM nitrate as the only N source and challenged with *B. cinerea*. Leaves *in planta* were inoculated with an aqueous suspension of 5 × 10^3^ conidia. Typical *B. cinerea* symptoms, such as necrotic lesions, were observed in leaves under all N regimes. The first visual symptoms of the infections were detected 2 days post inoculation (dpi), at which time darkening of the leaf surface under the inoculum was observed (data not shown). As shown in Figure 1, disease symptoms developed faster in plants grown under N-limiting than in N-sufficient conditions. At 3 dpi, larger lesions were observed under N-limiting conditions, with evident tissue maceration surrounding primary infection sites in leaves (Figure 1A). Conversely, only discrete necrotic lesions were observed under N-sufficient conditions (Figure 1A). Even though, disease symptoms (expanding necrosis, chlorosis, and tissue maceration) were observed in leaves from plants grown under all N regimes at 5 dpi (data not shown), the size of the lesions and the percentage of the leaf exhibiting symptoms were always larger in leaves from plants grown under N-limiting conditions (Figures 1B,C).

**Figure 1:**
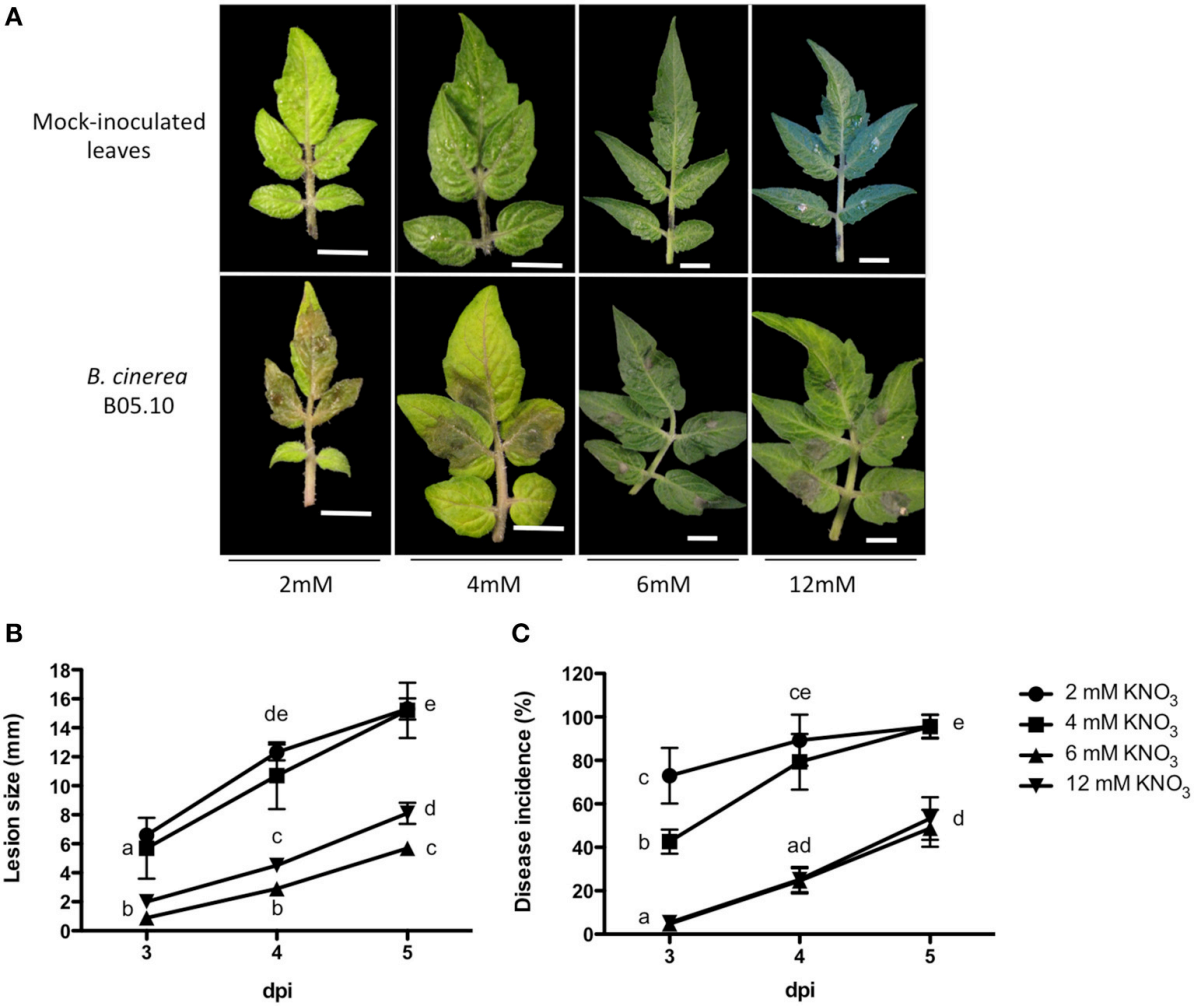
**Tomato leaves susceptibility to *B. cinerea* in plants grown under different nitrate concentrations**. **(A)** Representative inoculated leaves (3 dpi) for each nitrate condition used throughout this study. **(B)** Lesion size, measured as diameter of expanding lesions, for the indicated nitrate concentrations. **(C)** Disease incidence (percentage of leaf area with disease symptoms). Different letters indicate significant differences among treatments at a given time point (*p* ≤ 0.05; error bars indicate SEM; *n* = 6).

To quantitatively assess fungal growth on plant tissue, we employed a quantitative PCR (qPCR) assay based on the relative quantification of fungal and plant DNA in infected plants, as described (Gachon and Saindrenan, 2004). As shown in Figure S2A, and consistent with the results shown in Figure 1, an increase in fungal growth was observed in all N-conditions as disease progressed, with larger quantities in infected plants grown under N-limiting conditions.

Previous studies have shown that nitrate responses are organ and developmental stage-dependent (Wang et al., 2003, 2004; Vidal et al., 2014). To evaluate whether there was a difference in the aforementioned results when fruits instead of vegetative plant tissue was used, and considering that ripening promotes fruit susceptibility to pathogens (Alba et al., 2005; Giovannoni, 2007; Cantu et al., 2009), we evaluated the response of unripe green and ripe red tomato fruits to *B. cinerea* infection. Figure 2 shows disease symptoms and lesion progression in two developmental stages known as “mature green” (MG) and “red ripe” (RR) fruits obtained from plants grown under the same N conditions described above. Under all nitrate conditions evaluated, MG tomatoes were significantly less susceptible to *B. cinerea* compared to RR fruits. When MG tomato fruits were inoculated, a small necrotic lesion was observed at the site of infection 3 dpi (Figure 2A). On RR tomato fruits, on the other hand, tissue rotting, and fungal growth were already evident 3 dpi and extended into the pericarp tissue (Figure 2A). The severity of the disease symptoms (Figures 2B,C) and the accumulation of fungal biomass (Figures S2B,C) in infected MG and RR fruits from plants grown under N-limiting conditions were larger than those obtained from a N-sufficient regime. These results indicate that plants grown under N-limiting conditions exhibit enhanced susceptibility to *B. cinerea* infection.

**Figure 2:**
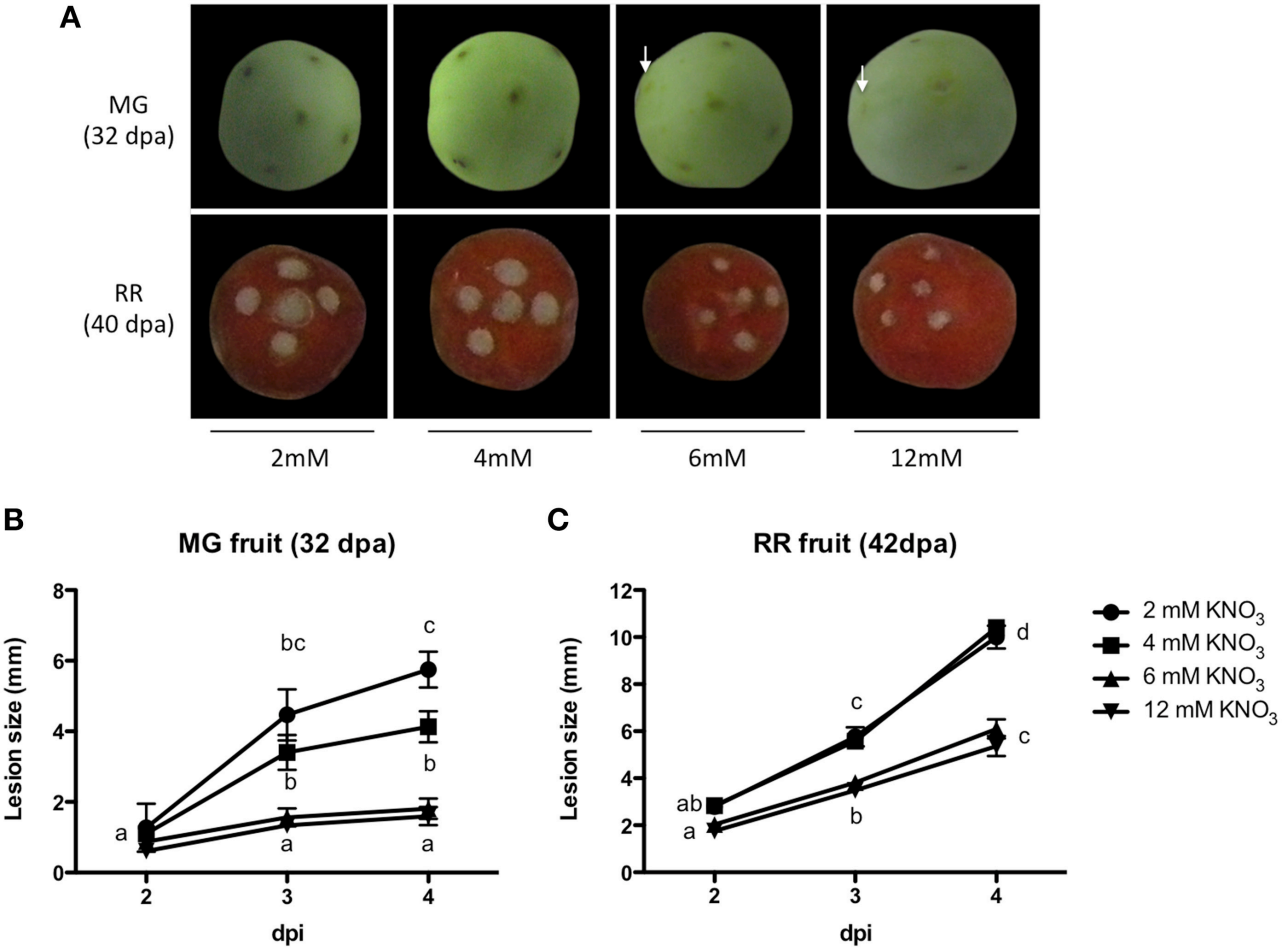
**Tomato fruits susceptibility to *B. cinerea* obtained from plants grown under different nitrate concentrations**. **(A)** Representative inoculated fruits (3 dpi) for each nitrate concentration and ripening stage (dpa, days post-anthesis). **(B,C)** Lesion size (diameter) for inoculated MG and RR fruits, respectively. For MG fruits, white arrows indicate the site of infection with minimal necrotic lesion. Different letters indicate significant differences among treatments at a given time point (*p* ≤ 0.05; error bars indicate SEM; *n* = 4).

### Global gene expression analysis supports a connection between plant N status and susceptibly to fungal infection in tomato

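Leaves of tomato plants grown on 2, 6 or 12 mM nitrate were mock-treated or infected with B. cinerea, and RNA was taken 3 days post inoculation from pools of 12 leaves. Each of the 6 groups held 3 biological replicates, each a separate pool hybridised to its own array, for 18 arrays in all. Neither the labels nor the paper say that replicate numbers pair mock with infected pools, and all arrays were treated as independent. The authors normalized the arrays with RMA and deposited log2 values, and these values were used without further scaling. A mean for each group was fitted to each of 10101 probe sets with limma, after 108 control probe sets had been left out. Infected and mock leaves were compared at each nitrate level, and every log2 fold change given for an infection is infected minus mock at the same nitrate level. The difference between the responses at 2 nitrate levels was tested as a contrast of its own. The p-values from limma and camera were adjusted by the Benjamini-Hochberg procedure, except where given as unadjusted, and called at 0.05, or at 0.01 for the nitrogen, B. cinerea and N/B terms, with n = 3 per group.
The arrays also carry bacterial transcripts added to every sample. On infected arrays the bioB hybridisation controls were higher than on mock arrays by 3.05 at 2 mM, 1.65 at 6 mM and 0.50 at 12 mM on the log2 scale. The lys transcript, spiked into the RNA before labelling, was higher by 3.29, 1.74 and 0.33. The control probe set for tomato 25S rRNA was higher by 4.39, 5.67 and 2.37. Over all tested probe sets the median of the infected arrays differed from that of the mock arrays by -0.39 at 2 mM, -0.13 at 6 mM and -0.02 at 12 mM. The number of arrays, 3 per group, limits the precision of every value.

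**Figure D1:**
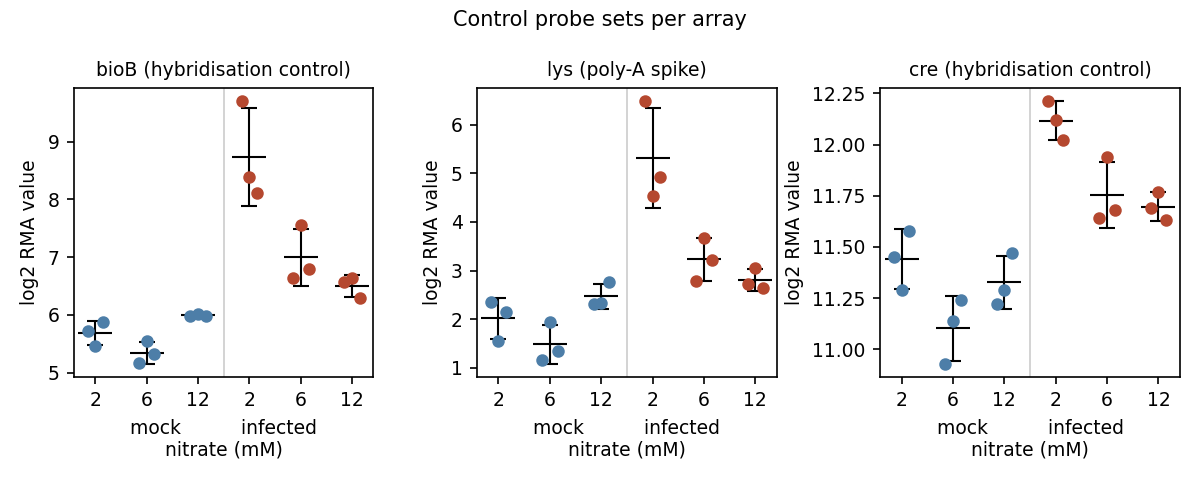
Log2 RMA values of the bioB, lys and cre control probe sets per array (points), with the mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. The bioB values of infected leaves exceed those of mock leaves by 3.05 at 2 mM and by 0.50 at 12 mM.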

To better understand the molecular changes underlying the impact of nitrate availability on plant susceptibility to *B. cinerea*, we performed transcriptome-profiling assays on mock-treated and infected plants grown under severe limiting (2 mM) and sufficient (6 mM) N conditions, using GeneChip Tomato Genome Arrays (Affymetrix). We also included 12 mM nitrate in our analysis, as a higher N input. These experiments were performed using shoots since most plant defense responses have been described in this particular vegetative tissue (Glazebrook, 2005). As shown in Figure S3, our analysis suggests a significant interaction between the plant N-status and *B. cinerea* infection (Two-way ANOVA, *p* < 0.01), where 2110 genes showed significant Nitrogen/*B. cinerea* (N/B) interaction, representing approximately 4.7% of the analyzed tomato transcriptome (Table S1). 

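A small heat shock protein, a lipoxygenase, isocitrate lyase and a cyclin-dependent kinase had infection responses that differed between nitrate levels. MTSHP (Les_4150_1_S1_at), a mitochondrial small heat shock protein, rose by 5.88 on the log2 scale at 2 mM (SE 0.30), by 4.31 at 6 mM and by 1.18 at 12 mM (N/B adjusted p = 6.62e-05 from limma, n = 3 per group). LoxD (Les_3632_1_S1_at), a lipoxygenase of jasmonate synthesis, rose by 3.53 and 2.64 at 2 and 6 mM, with 0.62 at 12 mM (N/B adjusted p = 0.00235). ICL (Les_2767_1_S1_at), isocitrate lyase of the glyoxylate cycle, went the other way, with -0.39 at 2 mM and rises of 3.44 and 2.32 at 6 and 12 mM (N/B adjusted p = 0.00263). CDKA1 (Les_3750_1_S1_at), a cyclin-dependent kinase of the cell cycle, fell by 2.52, 1.68 and 0.72 on the log2 scale at 2, 6 and 12 mM (N/B adjusted p = 0.00129).
In all, 569 of 10101 probe sets (5.63%) had an N/B interaction by the moderated F-test of limma. Among them, 164 were higher in infected leaves at 2 mM and not called at 12 mM, 188 were lower at 2 mM and not called at 12 mM, 47 were not called at 2 mM and higher at 6 or 12 mM, 19 were not called at 2 mM and lower at 6 or 12 mM, and 67 were called in opposite directions at 2 mM and at 6 or 12 mM. At all 3 nitrate levels 79 were higher and 14 lower, so that only the size of their response differed. Some probe sets fall in more than one of these classes. The 5.63% is a share of the probe sets tested. The paper's 4.7% is a share of a transcriptome whose size it does not state, so the shares are not comparable. Single arrays moved the N/B count. It was 1800 without infected 2 mM replicate 3 and 1025 without mock 12 mM replicate 3. It was 188, 172 and 205 without mock 2 mM replicates 1, 2 and 3, 285 and 312 without mock 6 mM replicates 1 and 2, 256 and 258 without mock 12 mM replicates 1 and 2, 212 and 202 without infected 12 mM replicates 1 and 3, and 363 without infected 6 mM replicate 3. With the level of the hybridisation controls as a covariate it was 14, and with array quality weights 5672.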

Since this result suggests a nitrate and defense signaling crosstalk in response to *B. cinerea* infection, this set of genes was selected for further analysis.

Principal component analysis (PCA) (Figure 3A) showed that the first principal component (PC1) accounted for 45% of the total variation and segregated mock (M) from infected (B) samples, regardless of N-conditions. In addition, PC1 also allows the differentiation between N-status in *B. cinerea*-infected samples. 

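Infected leaves at 2 mM nitrate lay farthest from mock leaves along PC1, infected leaves at 12 mM lay nearest to them, and infected leaves at 6 mM lay between. PC1 took 44.09% of the variance of all probe sets, each scaled to unit variance. Its scores were 71.5 to 168 for infected leaves at 2 mM, 26.8 to 63.8 at 6 mM and -10.4 to -7.75 at 12 mM, and every mock array scored between -68.0 and -30.9. Single genes followed this order, among them TD2 (Les_4488_1_S1_at), a threonine deaminase of wound defence. Its infected leaves exceeded mock leaves by 8.72 (SE 0.51, adjusted p = 3.6e-08) at 2 mM, by 6.50 (adjusted p = 3.24e-07) at 6 mM and by 2.91 (adjusted p = 0.0013) at 12 mM, from limma. TAPG1 (Les_3665_1_S1_at), a polygalacturonase that breaks down pectin, rose by 6.29 at 2 mM (SE 0.67) and by 2.98 at 6 mM, with 0.17 at 12 mM (adjusted p = 0.00107 for the difference between 2 and 12 mM). Infected 2 mM replicate 1 had the highest PC1 score, 168, and the narrowest distribution of values of the 18 arrays.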

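Mock leaves at 2 mM nitrate differed from mock leaves at 6 mM in 966 of 10101 probe sets by limma, of which 538 were higher and 428 lower. TAS14 (Les_3593_1_S1_at), a dehydrin of water stress, was lower at 2 mM than at 6 mM by -7.01 (SE 1.22, adjusted p = 0.00284), on the log2 scale. TSW12 (Les_4333_1_S1_at), a lipid transfer protein, was lower by -4.28 (adjusted p = 0.00713), and ER1 (Les_3619_1_S1_at), an ethylene-responsive proteinase inhibitor, was higher by 5.52 (adjusted p = 0.000397). Leaving out 1 array moved the count from 966 to 335 without mock 6 mM replicate 1, 404 without mock 6 mM replicate 2, 539, 430 and 531 without mock 2 mM replicates 1, 2 and 3, and 1594 without infected 2 mM replicate 1.
Mock leaves at 12 and 6 mM nitrate differed in 17 probe sets, 9 higher and 8 lower at 12 mM. Without mock 12 mM replicate 3, whose values lay nearer to mock 6 mM leaves than to its own group, 1016 probe sets differed between 12 and 6 mM. The count was 143 without infected 2 mM replicate 1, 47 without infected 2 mM replicate 3, and 1 to 11 without mock 2 mM replicates 2 and 3, mock 6 mM replicates 2 and 3 or mock 12 mM replicates 1 and 2. PC2 took 16.36% of the variance. Its scores were -27.5 to -23.9 for mock leaves at 2 mM, 9.415 to 33.3 at 6 mM and 28.4 to 59.8 at 12 mM. The highest score, 105.5, belonged to infected 2 mM replicate 1, and without that array PC2 took 13.48%.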

The second principal component (PC2) accounted for 13% of the variation, and differentiated limiting vs. sufficient plant N-status in mock-treated samples. Indeed, mock-treated samples from plants grown under N-limiting conditions (2 mM nitrate) cluster more closely with *B. cinerea*-infected samples, rather than with non-infected samples, under both N-sufficient concentrations (6 mM and 12 mM nitrate). This result suggests that the transcriptome state of infected plants may be similar to N-limiting conditions. Moreover, the total number of differentially expressed genes (DEG) in response to pathogen infection was comparable among all N conditions evaluated (Figure 3B). 

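Across all probe sets, each scaled to unit variance, mock leaves at 2 mM nitrate lay nearest to infected leaves at 12 mM and to mock leaves at 6 mM. Their mean Euclidean distance was 91.7 ± 1.63 (SD over the 3 mock 2 mM arrays) to infected leaves at 12 mM and 95.4 ± 1.76 to mock leaves at 6 mM. Infected leaves at 6 mM were 121 ± 2.72 away, mock leaves at 12 mM 127 ± 1.26 and infected leaves at 2 mM 186 ± 2.09. The mean over the 3 infected groups exceeded that over mock leaves at 6 and 12 mM by 21.4 ± 0.85. It counts infected leaves at 2 mM, which have no mock group at 2 mM set against them. Level by level, infected leaves were nearer than mock leaves at 12 mM (91.7 against 127) and farther at 6 mM (121 against 95.4). In the plane of PC1 and PC2 the distance was 25.7 ± 1.38 to infected leaves at 12 mM, 55.9 ± 2.67 to mock leaves at 6 mM, 73.4 ± 2.44 to mock leaves at 12 mM, 78.1 ± 2.29 to infected leaves at 6 mM and 161 ± 1.53 to infected leaves at 2 mM. Mock leaves at 2 mM were closer to the infected arrays, at a mean distance of 133 ± 1.07, than mock leaves at 6 and 12 mM were, at 159 ± 8.68 (exact permutation test, two-sided, p = 0.0238, the smallest p that 3 arrays against 6 allow in this test).

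**Figure D2:**
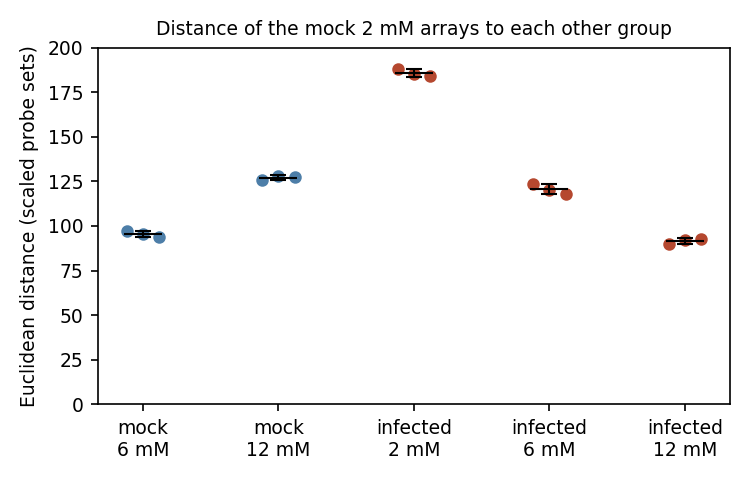
Euclidean distance over all scaled probe sets from each of the 3 mock 2 mM arrays (points) to the arrays of each other group, with mean (line) and SD (bars). The distances to infected leaves at 12 mM, 91.7 on average, lie just below those to mock leaves at 6 mM, 95.4 on average.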

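Low nitrate in mock leaves and infection at 12 mM nitrate, which share no arrays, moved many of the same genes the same way. ER1 was higher in mock leaves at 2 mM than at 6 mM by 5.52 on the log2 scale (SE 0.69, adjusted p = 0.000397 from limma) and rose by 4.12 with infection at 12 mM (adjusted p = 0.000895). DES (Les_129_1_S1_at), a divinyl ether synthase that makes antifungal oxylipins, gave 6.97 (SE 0.94) and 7.62. Ca2 (Les_4428_1_S1_a_at), a carbonic anhydrase, was lower by -2.61 with low nitrate and by -3.97 with infection. Of 687 probe sets called in both comparisons, 398 were higher in both and 287 lower in both, where independent lists would share 52.25 and 36.4. Across all probe sets the 2 effects had r = 0.74, with a Spearman correlation of 0.71, and genes are not independent replicates. For mock leaves at 2 against 12 mM, set beside infection at 6 mM, 1251 of 1413 probe sets called in both had the same sign, and r was 0.51 with a Spearman correlation of 0.41.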

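A viroid-induced gene, an inhibitor of fungal enzymes and a ribonuclease rose at all 3 nitrate levels. CEVI57 (Les_4022_1_S1_at), named for its induction by a viroid, rose by 8.31, 10.31 and 7.75 on the log2 scale at 2, 6 and 12 mM nitrate (SE 0.87 each, largest adjusted p = 4.17e-05 from limma). Xegip (Les_4026_1_S1_at), an inhibitor of fungal xyloglucanases, rose by 6.16, 7.42 and 4.99, and RNALE (Les_51_1_S1_at), a secreted ribonuclease, by 5.84, 6.35 and 3.00. Gad2 (Les_5864_1_S1_at), which the paper annotates as a 2-oxoglutarate-dependent dioxygenase, had -5.59 (SE 0.87, adjusted p = 0.000116) at 2 mM, -5.60 at 6 mM and -1.22 (adjusted p = 0.411) at 12 mM.
Rank products over the 569 probe sets with an N/B interaction called 23 up and 21 down at 2 mM, 24 up and 22 down at 6 mM and 16 up and 19 down at 12 mM, at a percentage of false positives under 0.05. Over all 10101 probe sets, limma called 5792 (57.3%) at 2 mM, 2719 higher and 3073 lower, 4045 (40.05%) at 6 mM, 1782 higher and 2263 lower, and 1840 (18.2%) at 12 mM, 981 higher and 859 lower. With each array centred on its median, the split at 2 mM was 4289 higher and 1926 lower. Without the 25% of probe sets with the lowest mean, 1388 were higher at 2 mM, so many of the 2719 lay among dim probe sets. With a change of at least 2-fold as well, the calls were 1327 higher and 1788 lower at 2 mM, 1074 and 1301 at 6 mM, and 551 and 540 at 12 mM. With 1 array left out at a time, rank products called 8 to 13 up and 9 to 15 down at 2 mM, 13 to 16 up and 11 to 16 down at 6 mM and 11 to 13 up and 12 to 14 down at 12 mM. With the level of the hybridisation controls as a covariate, limma called 36 higher and 25 lower at 2 mM. That covariate rises with infection, most at 2 mM, so it takes up part of the infection effect by its construction. Without infected 12 mM replicate 1 the limma calls at 12 mM were 624 higher and 491 lower, and 563 and 545 were lower without infected 12 mM replicate 3 and mock 12 mM replicate 1.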

For DEG analysis, genes with significant N/B model were used for a pairwise comparison between mock and infected samples in each N-condition, using Rank-products (*p* < 0.05). However, only 18% of up-regulated (22/123) genes were common to all N concentrations analyzed (Figure 3C). 

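Rank products called 4 of 41 probe sets (9.76%) up at all 3 nitrate levels and 1 of 43 (2.33%) down at all 3. These 5 probe sets were singled out after their values had been seen. The 4 that rose were TD2, the wound-defence threonine deaminase, rnalx (Les_50_1_S1_at), a ribonuclease T2, LesAffx_37714_1_A1_at, annotated by the paper as a FAD-binding oxidase, and LesAffx_69872_1_S1_at, of unknown function. The log2 fold changes of rnalx were 5.16, 5.46 and 2.91 at 2, 6 and 12 mM, those of LesAffx_37714_1_A1_at 7.78, 7.50 and 4.48, and those of LesAffx_69872_1_S1_at 5.86, 5.85 and 2.98 (largest adjusted p = 0.00023 from limma). Les_4594_1_S1_at, annotated as the thiamine synthesis enzyme ThiC, had -4.07, -3.84 and -1.73 (largest adjusted p = 0.0021). Over all probe sets, limma called 555 of 3463 (16.0%) higher at all 3 levels and 576 of 3722 (15.5%) lower at all 3. Independent lists of these sizes would share 46.59 and 58.55. The 3 comparisons use separate mock and infected arrays.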

Although, the susceptibility phenotypes of plant grown under 2 mM and 6 mM nitrate were different in our experimental conditions, these N-conditions present more common up-regulated and down-regulated genes when compared with plants grown in 12 mM nitrate. These results suggest that higher N-input also affect plant defense response, indicating a complex link between N-metabolism and *B. cinerea* infections.

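Rank products called Ctu2 and MTSHP up at 2 and 6 mM nitrate, and ER1 and DES up at 6 and 12 mM. Ctu2 (Les_3712_1_S1_at), placed among the peroxide scavenging genes, rose by 4.61 at 2 mM (SE 0.32, adjusted p = 1.3e-07 from limma) and by 5.87 at 6 mM. In all, rank products called 12 probe sets up at both 2 and 6 mM, 10 at both 6 and 12 mM and 4 at both 2 and 12 mM. Down at both levels were 7 at 2 and 6 mM, 12 at 6 and 12 mM and 1 at 2 and 12 mM. By limma, 1148 probe sets were higher at both 2 and 6 mM, where independent lists would share 480, 863 at both 6 and 12 mM, against 173, and 563 at both 2 and 12 mM, against 264. Lower at both were 1700 at 2 and 6 mM, against 688.5, 762 at 6 and 12 mM, against 192, and 587 at 2 and 12 mM, against 261.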

**Figure 3:**
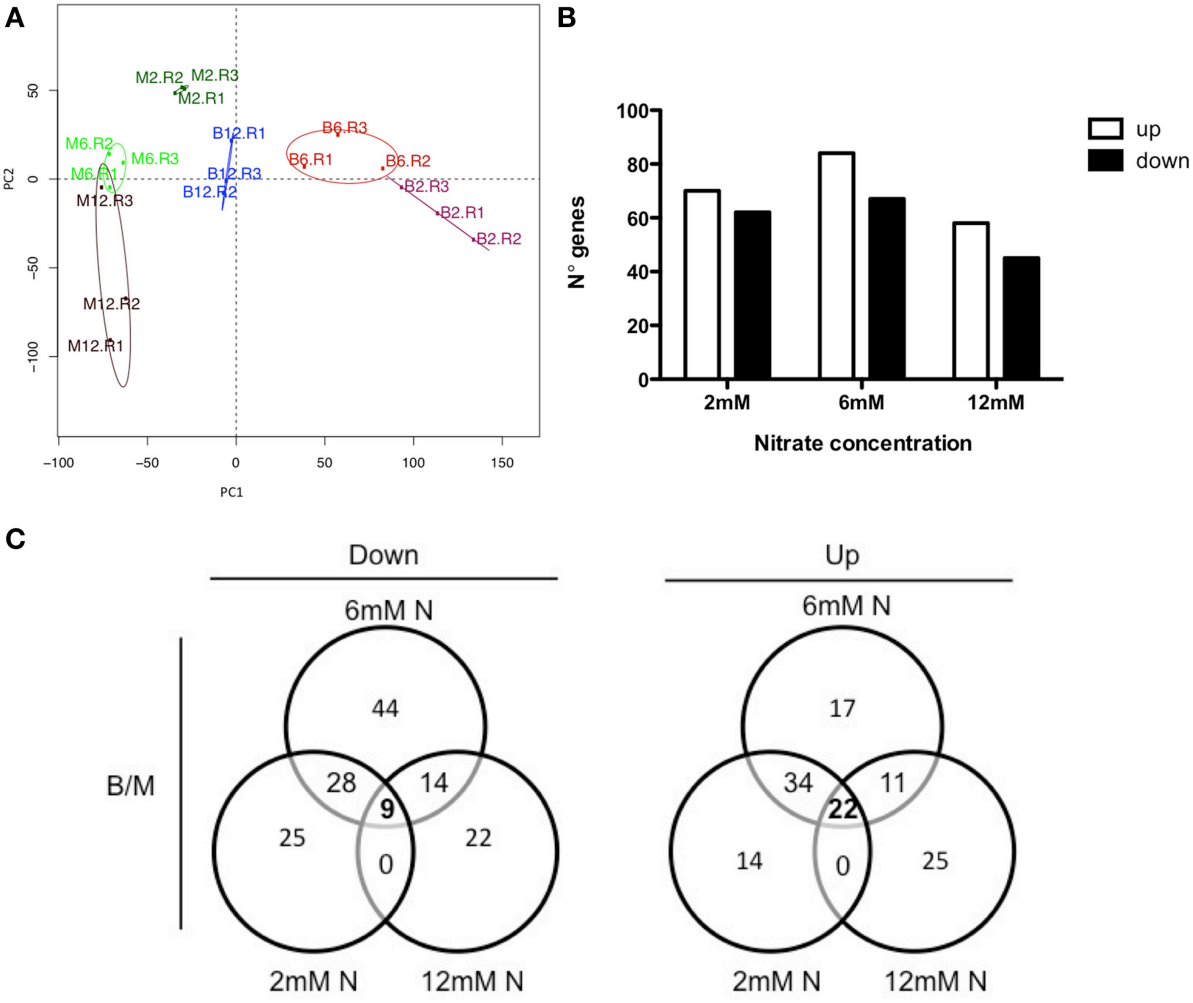
**The plant N-availability affects global gene expression in response to *B. cinerea* infection in tomato**. **(A)** Principal component analysis (PCA) of RMA-normalized global gene expression data demonstrate a connection between plant N-status and *B. cinerea* susceptibility. Colored dots denote each biological replicate. “M” and “B” indicate mock-treated and *B. cinerea*-infected plants, respectively, while the number next to each dot indicate the N concentration. **(B)** Number of genes that are either up- or down-regulated by the *B. cinerea* infection in each N condition analyzed in comparison to mock-inoculated plants (ANOVA; Rank-product, adjusted *p* < 0.05). **(C)** Venn diagrams of the data presented in **(B)** showing the overlap of genes that are either up- or down-regulated in tomato inoculated with *B. cinerea* in each N condition comparing with corresponding mock-treated samples (B/M).

### Differentially expressed genes under N-sufficient condition supports better defense response in tomato

We performed a functional classification of the DEG in each N-condition (Tables S2–S4) using the Generic Gene Ontology (GO) Term Finder tool (Boyle et al., 2004). This analysis showed a wide range of biological processes that were affected due to fungal infection under different N-conditions (Figure 4). Processes associated with metabolism, both primary and secondary, were significantly affected by the pathogen under all N conditions analyzed (*p* < 0.01). This observation is consistent with previous reports that show that pathogens can reprogram host metabolism, strongly affecting primary, and secondary metabolism in plants (Kliebenstein et al., 2005; Rojas et al., 2014). 

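A cell wall invertase and a hexose transporter rose in infected leaves at all 3 nitrate levels. Wiv-1 (Les_3460_1_S1_at), a cell wall invertase, rose by 3.85 (SE 0.67, adjusted p = 0.0003) at 2 mM, 6.36 at 6 mM and 4.13 at 12 mM nitrate, on the log2 scale from limma. HT2 (Les_3774_1_S1_at), a hexose transporter, rose by 3.12, 3.83 and 2.74. FRK1 (Les_3639_1_S1_at), a fructokinase, rose by 1.88 at 2 mM, with 0.39 at 6 mM (adjusted p = 0.0422 for the difference). AgpL1 (Les_3064_1_S1_at), a subunit of ADP-glucose pyrophosphorylase in starch synthesis, had -3.03 at 2 mM, -3.87 at 6 mM and -0.91 (adjusted p = 0.12) at 12 mM. Of 18 probe sets for invertases, sugar transport and hexose phosphorylation, 10 were higher and 3 lower (10 and 3 adjusted over the list alone, camera adjusted p = 0.145, and adjusted p = 0.563 with an estimated correlation) at 2 mM. At 6 mM, 6 were higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.0859, and adjusted p = 0.487 with an estimated correlation). At 12 mM, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.312, and adjusted p = 0.62 with an estimated correlation).
Carotenoid genes went both ways. Psy1 (Les_3171_3_S1_a_at), a phytoene synthase, had 2.04 (SE 0.27, adjusted p = 3.38e-05) at 2 mM and 0.09 at 12 mM. VDE (Les_3958_1_A1_at), the violaxanthin de-epoxidase that protects leaves from excess light, had 0.74, 0.02 and -0.08, and CRTL-E-1 (Les_3771_1_S1_at), a lycopene cyclase, -2.30, -2.07 and -2.00. Of 18 probe sets for carotenoid and plastid isoprenoid synthesis, 7 were higher and 9 lower (7 and 9 adjusted over the list alone, camera adjusted p = 0.862, and adjusted p = 0.951 with an estimated correlation) at 2 mM. At 6 mM, 3 were higher and 5 lower (3 and 5 adjusted over the list alone, camera adjusted p = 0.415, and adjusted p = 0.728 with an estimated correlation). At 12 mM, 1 was higher and 8 lower (1 and 8 adjusted over the list alone, camera adjusted p = 0.00566, and adjusted p = 0.482 with an estimated correlation).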

Figure 4B shows a general overview of metabolic pathways affected by *B. cinerea* infections in each N-condition, using MapMan software (Thimm et al., 2004). 

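The polygalacturonases TAPG4 and TAPG2 rose in infected leaves at 2 mM nitrate, and XTH1 and EXP2, which loosen cell walls, fell. TAPG4 (Les_3646_1_S1_at), a polygalacturonase of cell separation, had log2 fold changes of 5.41 (SE 0.67, adjusted p = 1.99e-05) at 2 mM, 3.32 at 6 mM and 0.46 at 12 mM, from limma (adjusted p = 0.00335 for the difference between 2 and 12 mM). TAPG2 (Les_3647_1_S1_at), its relative, had 4.94, 2.65 and 0.24. XTH1 (Les_3590_1_S1_at), a xyloglucan endotransglucosylase, had -5.36 (SE 1.23, adjusted p = 0.00223) at 2 mM, -0.78 (adjusted p = 0.656) at 6 mM and 0.28 at 12 mM. EXP2 (Les_3733_1_S1_at), an expansin, had -3.95, -1.95 and 0.14 (adjusted p = 0.0147 for the difference between 2 and 12 mM). For the difference between 2 and 6 mM, adjusted p was 0.179 for TAPG4 and 0.119 for XTH1. TBG3 (Les_1_1_S1_at), a beta-galactosidase, rose at all 3 levels, by 1.73, 4.49 and 2.61.
Of 25 probe sets for expansins and xyloglucan endotransglucosylases, 4 were higher and 13 lower (4 and 13 adjusted over the list alone, camera adjusted p = 0.194, and adjusted p = 0.771 with an estimated correlation) at 2 mM. At 6 mM, 2 were higher and 8 lower (2 and 11 adjusted over the list alone, camera adjusted p = 0.209, and adjusted p = 0.793 with an estimated correlation). At 12 mM, 2 were higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.329, and adjusted p = 0.838 with an estimated correlation). Of 25 for pectin and cellulose breakdown, 9 were higher and 5 lower (9 and 5 adjusted over the list alone, camera adjusted p = 0.753, and adjusted p = 0.914 with an estimated correlation) at 2 mM. At 6 mM, 7 were higher and 5 lower (7 and 5 adjusted over the list alone, camera adjusted p = 0.471, and adjusted p = 0.815 with an estimated correlation). At 12 mM, 2 were higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.753, and adjusted p = 0.914 with an estimated correlation). Between the responses at 2 and 6 mM, 0 expansin and endotransglucosylase probe sets differed upward and 1 downward, and 0 and 2 of those for pectin and cellulose.

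**Figure D3:**
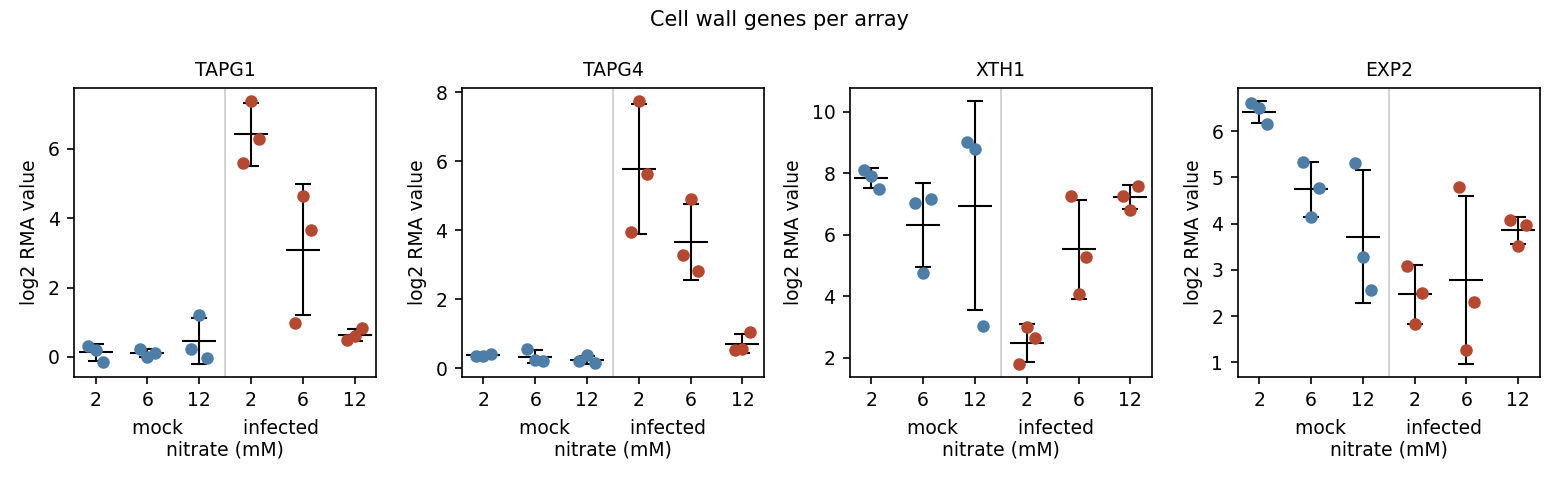
Log2 RMA values of TAPG1, TAPG4, XTH1 and EXP2 per array (points), with mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. Infected leaves at 2 mM stand 5.41 above mock leaves for TAPG4, and differ by -5.36 for XTH1.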

Cell wall metabolisms were strongly affected by the fungus infections in plants grown in N-limiting conditions. In contrast, secondary metabolisms were most affected by the fungus infections in N-sufficient conditions. This finding is consistent with the fact that the accumulation of secondary metabolites is a plant defense mechanism triggered by several fungus pathogens (Kliebenstein et al., 2005; Ward et al., 2010; Smith et al., 2014; Pusztahelyi et al., 2015). 

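CHS2 and DFR had lower infection responses at 6 mM nitrate than at 2 mM, while a strictosidine synthase-like gene and a cytochrome P450 rose at 6 and 12 mM. CHS2 (Les_3649_1_S1_at), a chalcone synthase that starts flavonoid synthesis, had log2 fold changes of -2.33 (SE 0.47, adjusted p = 0.000926) at 2 mM, -4.71 at 6 mM and -2.31 at 12 mM, from limma (adjusted p = 0.0487 for the difference between 2 and 6 mM). DFR (Les_3659_1_S1_at), dihydroflavonol reductase of anthocyanin synthesis, had 0.08, -2.71 and -1.59 (adjusted p = 0.0396 for the difference between 2 and 6 mM). LesAffx_50270_1_S1_at, which the paper names a strictosidine synthase-like gene, rose by 1.14, 4.24 and 3.75 (SE 0.40, adjusted p = 0.00905 for the difference between 2 and 6 mM). LesAffx_22491_2_A1_at, a cytochrome P450 that the paper names flavonoid 3-hydroxylase, had -0.35 at 2 mM and rose by 3.35 and 4.04 at 6 and 12 mM. Of 10 probe sets for flavonoid and hydroxycinnamic acid synthesis, 4 were higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.23, and adjusted p = 0.62 with an estimated correlation) at 2 mM. At 6 mM, 4 were higher and 3 lower (5 and 3 adjusted over the list alone, camera adjusted p = 0.399, and adjusted p = 0.645 with an estimated correlation). At 12 mM, 3 were higher and 3 lower (3 and 3 adjusted over the list alone, camera adjusted p = 0.399, and adjusted p = 0.645 with an estimated correlation).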

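A high-affinity nitrate transporter gene and nitrite reductase rose with infection at 6 and 12 mM nitrate. NRT2 (Les_28_2_S1_a_at) rose by 2.99 (SE 0.32, adjusted p = 5.01e-06) at 6 mM and by 2.71 at 12 mM, with -0.59 (adjusted p = 0.128) at 2 mM, on the log2 scale from limma. Its responses at 2 and 6 mM differed by -3.58 (SE 0.46, adjusted p = 0.00173), and its level in mock leaves was 2.29 ± 0.34 at 2 mM and 0.83 ± 0.26 at 6 mM (mean ± SD, n = 3). The level at 6 mM lay below the lower quartile of the mock 6 mM arrays, 1.465 to 1.482, so the rise there starts from a dim value. Les_2360_1_S1_at, nitrite reductase of nitrate assimilation, had -0.96 (adjusted p = 0.0292) at 2 mM and rose by 2.25 and 2.05 at 6 and 12 mM (adjusted p = 0.00582 for the difference between 2 and 6 mM). Les_797_1_S1_at, an ammonium transporter, had 0.49, 1.09 and 1.89, and adjusted p = 0.215 for the difference between 2 and 6 mM. Gdh1 (Les_2649_1_S1_at), glutamate dehydrogenase, and ProT1 (Les_4822_1_S1_at), a proline transporter, rose at all 3 levels, by 2.58, 3.38 and 2.06 and by 2.01, 3.08 and 1.95 at 2, 6 and 12 mM. GABA-TP2 (Les_1258_1_S1_at), a transaminase of gamma-aminobutyrate, fell at all 3 levels, with -2.99, -3.95 and -1.47.
Of 14 probe sets for ammonium, amino acid and peptide transport and for glutamate and proline metabolism, 4 were higher and 6 lower (4 and 6 adjusted over the list alone, camera adjusted p = 0.892, and adjusted p = 0.954 with an estimated correlation) at 2 mM. At 6 mM, 5 were higher and 3 lower (5 and 3 adjusted over the list alone, camera adjusted p = 0.213, and adjusted p = 0.62 with an estimated correlation). At 12 mM, 5 were higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.0355, and adjusted p = 0.482 with an estimated correlation). Their responses at 2 and 6 mM differed upward for 0 and downward for 1 (0 and 8 adjusted over the list alone, camera adjusted p = 0.0369, and adjusted p = 0.482 with an estimated correlation). NRT2 and nitrite reductase are not among these 14.

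**Figure D4:**
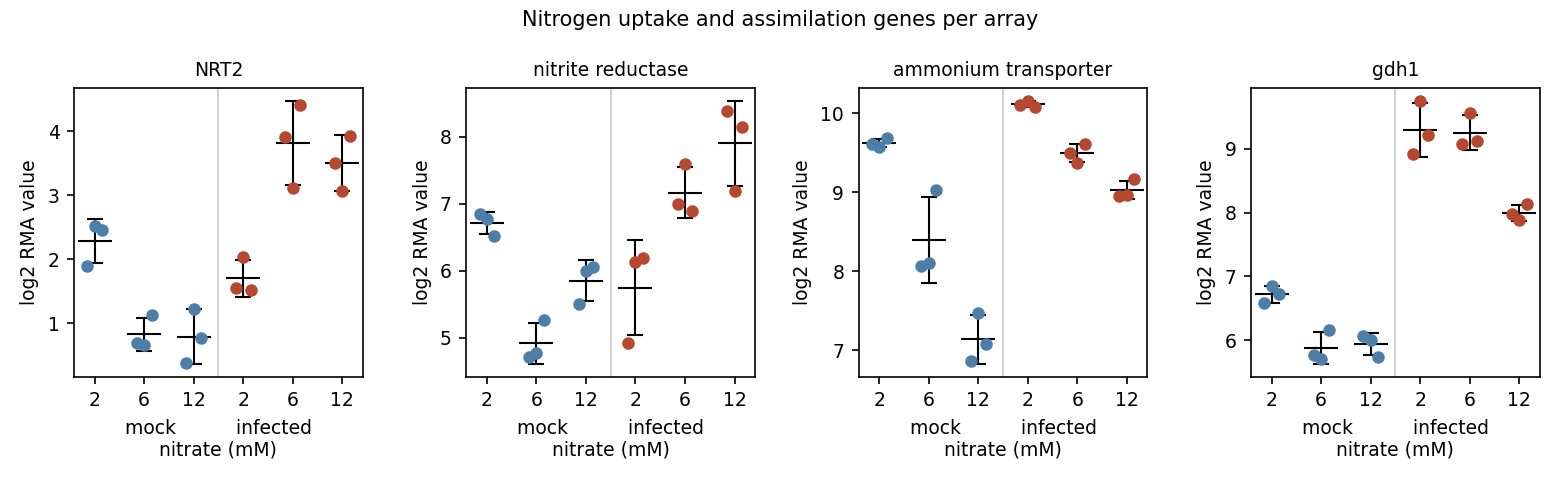
Log2 RMA values of NRT2, nitrite reductase, an ammonium transporter and gdh1 per array (points), with mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. NRT2 in infected leaves stands 2.99 above mock leaves at 6 mM.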

Interestingly, we found that genes associated with N transporters (NRT2), N and amino acid metabolism were induced in response to *B. cinerea* infection depending on the plant's N-status, with it occurring most in N-sufficient conditions (Figure 4B). In agreement with this observation, it has been shown in a recent report that the expression of several genes involved in N metabolism and its transport are strongly affected in response to infections with *B. cinerea, Phytophthora infestans, Phytophthora parasitica*, and *Pseudomonas syringae* (Fagard et al., 2014). 

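DHAR1, GSH2 and FESOD fell with infection at 2 mM nitrate, while GPXle-1 rose at all 3 levels. DHAR1 (Les_1925_1_A1_at), dehydroascorbate reductase, had log2 fold changes of -3.05 (SE 0.44, adjusted p = 6.64e-05) at 2 mM, -2.32 at 6 mM and -0.72 (adjusted p = 0.321) at 12 mM nitrate, from limma. GSH2 (Les_3449_1_S1_at), glutathione synthetase, had -2.06 (adjusted p = 0.00126), -0.44 and 0.13, and its responses at 2 and 12 mM differed (adjusted p = 0.02). GPXle-1 (Les_2489_1_S1_at), a glutathione peroxidase, rose at all 3 levels by 2.17, 2.67 and 1.31. FESOD (Les_3014_1_S1_at), an iron superoxide dismutase, had -2.48 (adjusted p = 2.41e-05) at 2 mM, -0.58 at 6 mM and -0.07 at 12 mM. Of 24 probe sets for ascorbate, glutathione and peroxide scavenging, 8 were higher and 11 lower (9 and 12 adjusted over the list alone, camera adjusted p = 0.75, and adjusted p = 0.944 with an estimated correlation) at 2 mM. At 6 mM, 9 were higher and 6 lower (9 and 6 adjusted over the list alone, camera adjusted p = 0.304, and adjusted p = 0.813 with an estimated correlation). At 12 mM, 9 were higher and 1 lower (10 and 3 adjusted over the list alone, camera adjusted p = 0.0661, and adjusted p = 0.626 with an estimated correlation). At 2 mM the split was 11 higher and 8 lower with each array centred on its median. Of 23 probe sets that Tables S1 to S4 annotate with these functions, 2 were higher and 20 lower at 2 mM, 3 and 9 at 6 mM, and 3 and 3 at 12 mM. The study chose them on these samples, so they are not independent evidence. Between the responses at 2 and 6 mM, 0 of the 24 differed upward and 2 downward (0 and 4 adjusted over the list alone, camera adjusted p = 0.011, and adjusted p = 0.602 with an estimated correlation), and 0 and 5 of the 23.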

Other biological functions modified by the *B. cinerea* infection, and specifically over-represented under N-sufficient conditions, were transport and oxidation-reduction processes (Figure 4, *p* < 0.01). Redox status significantly impacts both plant defenses and *B. cinerea* infection (Lamb and Dixon, 1997; Torres et al., 2006).

**Figure 4:**
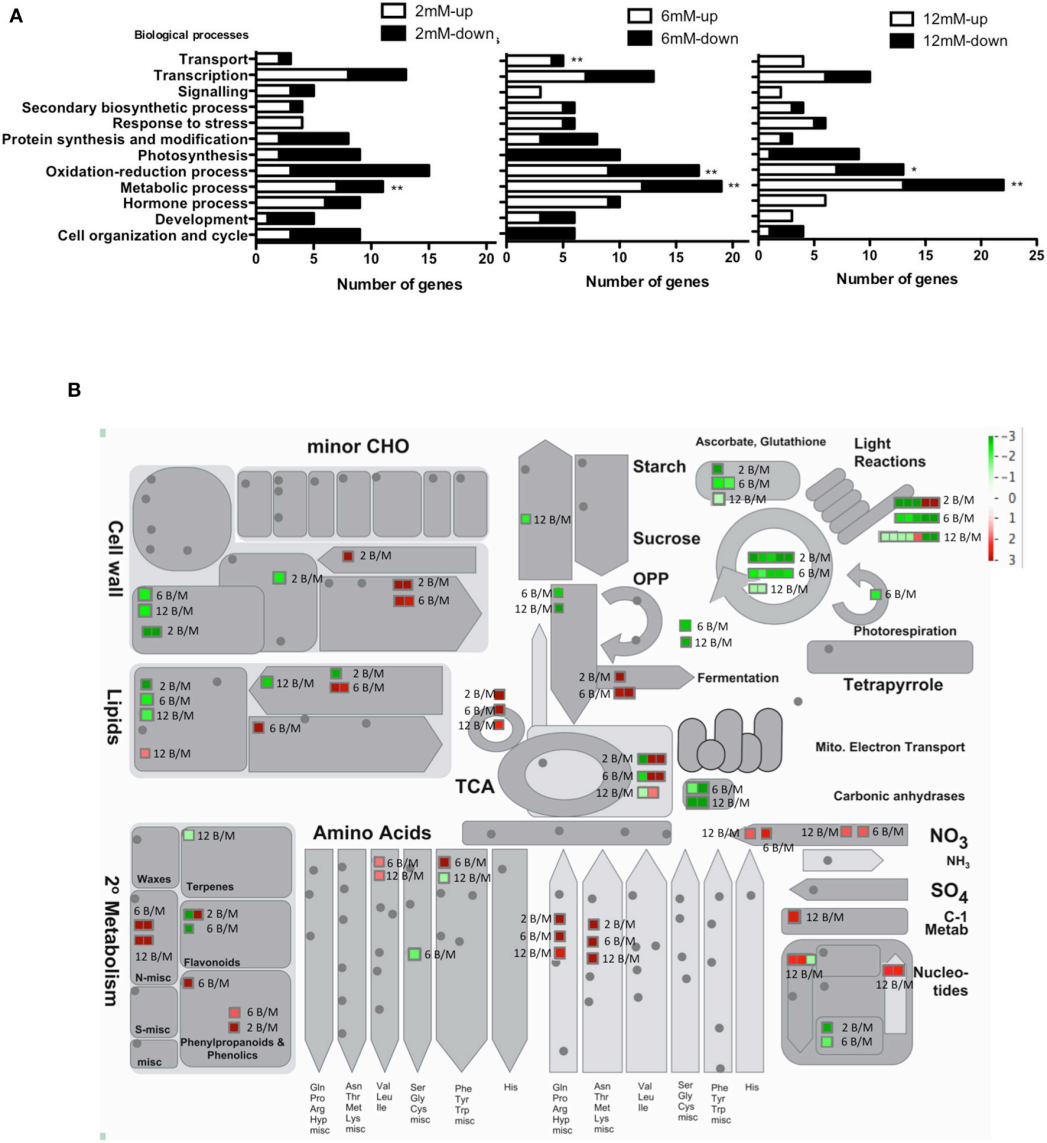
**Biological processes affected in response to *B. cinerea* infection under different N conditions**. **(A)** The distribution of genes into different GO categories for biological processes is shown. The number of genes induced or repressed (in white and black, respectively) by the fungal infection depending on the N condition used relative to mock-treated plants is presented. Only genes with significant differential expression (*p* < 0.05) were plotted, corresponding to 132, 151, and 103 genes (2, 6, and 12 mM nitrate, respectively). Overrepresented categories compared to the entire set on the Tomato genome array are indicated with asterisks (^**^p < 0.01, ^*^p < 0.05). **(B)** MapMan software was used to provide a snapshot of modulated genes over the main metabolic pathways. DEGs were binned to MapMan functional categories and Log2 fold changes values for each gene upon *B. cinerea* infection referred to mock-treated samples are represented (B/M in 2 mM, 6 mM, and 12 mM nitrate). Up-regulated and down-regulated transcripts are shown in red and green, respectively.

Our enrichment analysis also identified genes that encode proteins previously implicated in defense responses (AbuQamar et al., 2006; Cantu et al., 2009; Windram et al., 2012; Blanco-Ulate et al., 2013). This group of genes was closely examined to evaluate possible correlations between reduced expression of defense-related genes and susceptibility to *B. cinerea* infection. Table 1 shows a subset of these genes induced in plants grown under N-sufficient conditions or repressed under N-limiting conditions. These genes include *anthranilate synthase 1* (*ASA1*), *2-oxophytodienoate reductase 3* (*OPR3*), and *pathogenesis-related 4* (*PR4*). This latter gene encodes a protein with antifungal chitin-binding activity, which is repressed under N-limiting conditions and induced under N-sufficient or higher conditions. 

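Defence genes of Table 1 rose with infection at 6 or 12 mM nitrate or fell at 2 mM. Les_3652_1_S1_at, a beta-1,3-glucanase that attacks fungal walls, had log2 fold changes of 0.75 (adjusted p = 0.299) at 2 mM, 3.52 at 6 mM and 3.89 at 12 mM, from limma with n = 3 per group (SE 0.61). Les_4966_1_S1_at, a beta-glucosidase, had -1.61 (adjusted p = 0.00762), 1.32 and 2.15. Les_5035_1_S1_at, an LRR receptor-like gene, had -0.01 at 2 mM and rose by 1.90 and 2.46. Les_3172_1_S1_at, a glutathione S-transferase, had -0.42, 1.12 and 1.39 (adjusted p = 0.0185 for the difference between 2 and 6 mM), while Les_2746_2_A1_at, another, rose by 3.11 and 2.84 at 2 and 6 mM, with 0.64 at 12 mM.
Of the 23 probe sets of Table 1, 17 were higher at 6 or 12 mM, 8 were lower at 2 mM and 3 were both, and 3 were higher at 2 mM. The response at 2 mM was below that at 6 mM for 9 and below that at 12 mM for 21, and 10 had an N/B interaction. In mock leaves, 11 were higher at 2 mM than at 6 mM, and 2 differed between infected leaves at 2 and 6 mM. The study chose these probe sets on these samples, so their directions are not independent evidence.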

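PR4 (Les_248_1_S1_a_at) rose with infection at 6 and 12 mM nitrate, and at 2 mM it was already high in mock leaves. Its log2 level in mock leaves was 11.88 ± 0.05 at 2 mM, 9.08 ± 1.43 at 6 mM and 9.16 ± 1.00 at 12 mM (mean ± SD, n = 3), and in infected leaves 11.41 ± 0.55, 11.79 ± 0.09 and 11.88 ± 0.21. The log2 fold change was -0.46 (SE 0.56, adjusted p = 0.493) at 2 mM, 2.71 (adjusted p = 0.00128) at 6 mM and 2.72 (adjusted p = 0.0035) at 12 mM, from limma, and the responses at 2 and 6 mM differed by -3.17 (adjusted p = 0.0329). The highest values of the arrays were 11.92 to 12.53, so a further rise of PR4 at 2 mM would hardly show and its changes may be compressed. PR5 (Les_4307_1_S1_at), a thaumatin-like protein, had -0.68 (adjusted p = 0.681) at 2 mM and rose by 6.77 and 5.32 at 6 and 12 mM. CHI9 (Les_3406_1_S1_at), a chitinase, had -0.20, 2.84 and 2.75, and NP24-I (Les_2852_1_S1_at), another thaumatin-like protein, 0.59, 5.09 and 3.94. P4 (Les_4693_1_S1_at), a PR-1 protein, rose at all 3 levels, by 2.81, 5.82 and 6.21.
ASA1 (LesAffx_65348_1_S1_at), anthranilate synthase of tryptophan synthesis, had -0.67 (SE 0.12, adjusted p = 0.000459) at 2 mM, -0.09 at 6 mM and 0.80 (adjusted p = 0.000536) at 12 mM. The probe set that Table 1 names OPR3 (Les_22_1_S1_at), annotated on the array as OPR1, had -1.41 (adjusted p = 0.00317) at 2 mM, -0.41 (adjusted p = 0.378) at 6 mM and 0.28 at 12 mM. The probe set annotated as OPR3 (Les_3762_1_S1_at), an enzyme of jasmonate synthesis, had -0.52 (adjusted p = 0.0566), -0.09 and 0.19.
Of 15 probe sets for pathogenesis-related proteins, 6 were higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.25, and adjusted p = 0.815 with an estimated correlation) at 2 mM. At 6 mM, 12 were higher and 1 lower (12 and 1 adjusted over the list alone, camera adjusted p = 0.000173, and adjusted p = 0.511 with an estimated correlation). At 12 mM, 12 were higher and 0 lower (12 and 0 adjusted over the list alone, camera adjusted p = 6.66e-08, and adjusted p = 0.482 with an estimated correlation). The response at 2 mM was below that at 6 mM for 4 and above it for 0 (9 and 0 adjusted over the list alone, camera adjusted p = 0.000862, and adjusted p = 0.563 with an estimated correlation). In mock leaves, 4 were higher at 2 mM than at 6 mM and 0 lower (8 and 0 adjusted over the list alone, camera adjusted p = 0.000862, and adjusted p = 0.563 with an estimated correlation).

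**Figure D5:**
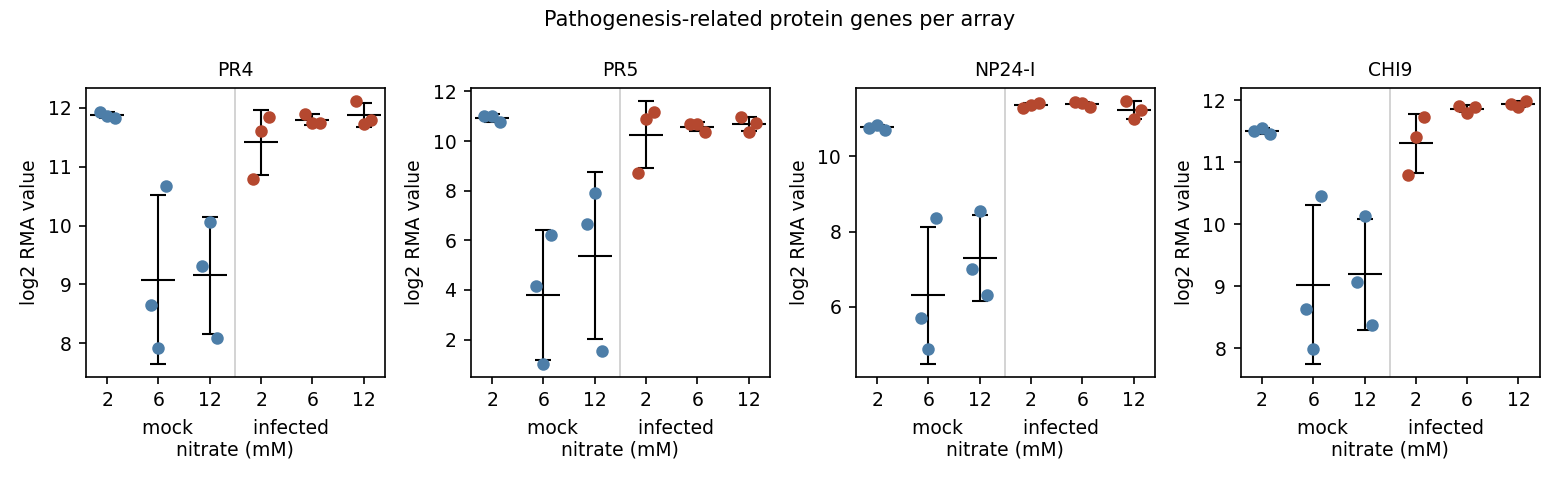
Log2 RMA values of PR4, PR5, NP24-I and CHI9 per array (points), with mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. PR4 in mock leaves stands at 11.88 at 2 mM and 9.08 at 6 mM, and at 11.41 and 11.79 in infected leaves.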

In Arabidopsis, this gene has been associated with resistance to necrotrophic pathogens (Catinot et al., 2015) and it is known to be induced by *B. cinerea* infection (AbuQamar et al., 2006). In addition, genes involved in JA and ET response were also identified. The *ACC* oxidase gene involved in ET biosynthesis was significantly induced during fungal infection in plants grown under N-sufficient conditions, but not at low nitrate concentrations (Table 1). Thus, a differential response of key defense-related genes under contrasting nitrate concentrations might partially explain the differences in susceptibility to *B. cinerea* in tomato leaves.

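The ACC oxidase of Table 1 (Les_132_1_S1_at), which makes ethylene from its precursor ACC, fell with infection at 2 mM nitrate and rose at 6 and 12 mM. Its log2 fold change was -2.91 (SE 0.81, adjusted p = 0.0075) at 2 mM, 2.17 (adjusted p = 0.0443) at 6 mM and 3.30 (adjusted p = 0.0104) at 12 mM, from limma, and the responses at 2 and 6 mM differed by -5.08 (adjusted p = 0.0224). In mock leaves its log2 level was 7.45 ± 0.20 at 2 mM and 2.30 ± 1.96 at 6 mM, and in infected leaves 4.54 ± 1.06 and 4.47 ± 0.81 (mean ± SD, n = 3). The SE pools the spread of all 6 groups, and mock leaves at 6 mM varied most of the groups given here. The rise at 6 mM, near the threshold of 0.05, therefore rests partly on the spread of other groups. ACO4 (Les_221_1_S1_at), another ACC oxidase, rose by 0.76 and 1.14 at 2 and 6 mM, with 0.37 at 12 mM, and ACO6 (Les_3225_2_S1_at) had -3.10 (adjusted p = 0.0066) at 2 mM, -1.27 at 6 mM and -0.47 at 12 mM. ACS2 (Les_3662_1_S1_at), an ACC synthase, rose at all 3 levels, by 6.36, 6.93 and 4.04. ETR4 (Les_36_1_S1_at), an ethylene receptor, rose by 1.68, 3.49 and 2.34 (adjusted p = 0.0126 for the difference between 2 and 6 mM). ETR6 (Les_3465_1_S1_at), the receptor in Table 1, had -0.60 (adjusted p = 0.26) at 2 mM and rose by 1.22 and 1.99.
Of 13 probe sets for ethylene synthesis, 8 were higher and 2 lower (8 and 3 adjusted over the list alone, camera adjusted p = 0.0459, and adjusted p = 0.482 with an estimated correlation) at 2 mM. At 6 mM, 5 were higher and 0 lower (5 and 0 adjusted over the list alone, camera adjusted p = 0.0437, and adjusted p = 0.482 with an estimated correlation). At 12 mM, 3 were higher and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.205, and adjusted p = 0.563 with an estimated correlation). Of 15 for ethylene perception and signal transduction, 4 were higher and 6 lower (4 and 6 adjusted over the list alone, camera adjusted p = 0.794, and adjusted p = 0.977 with an estimated correlation) at 2 mM. At 6 mM, 4 were higher and 2 lower (4 and 2 adjusted over the list alone, camera adjusted p = 0.23, and adjusted p = 0.815 with an estimated correlation). At 12 mM, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.0459, and adjusted p = 0.645 with an estimated correlation).

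**Figure D6:**
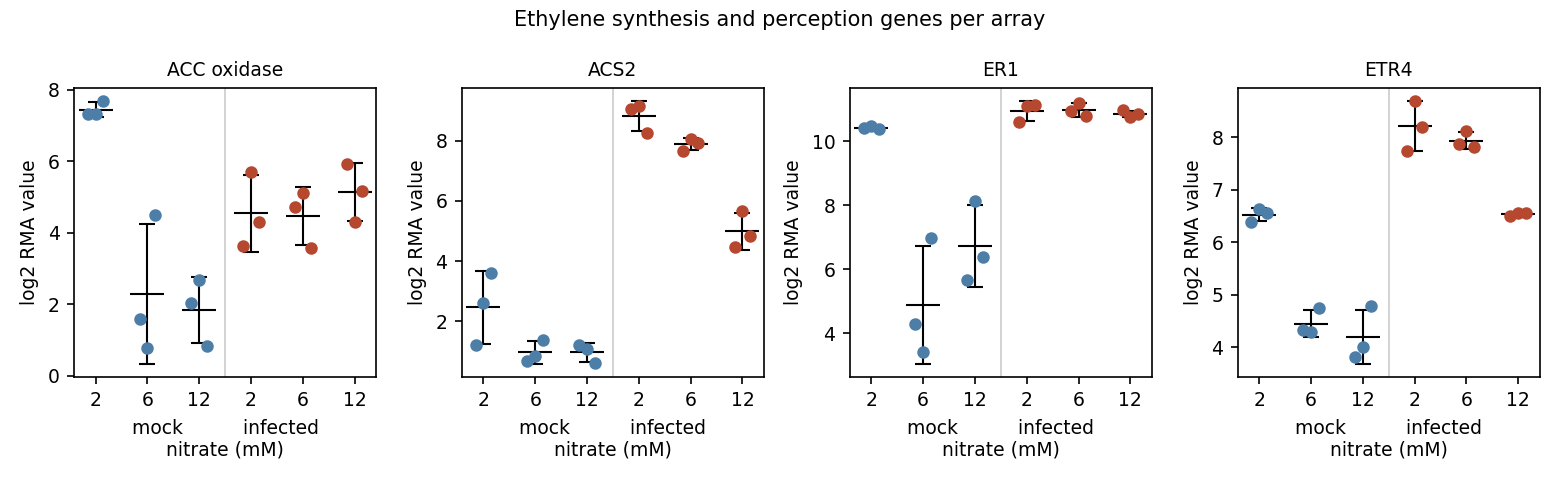
Log2 RMA values of the ACC oxidase of Table 1, ACS2, ER1 and ETR4 per array (points), with mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. ACC oxidase in infected leaves lies 3.30 above mock leaves at 12 mM.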

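Several of these defence genes were higher at 2 mM than at 6 mM nitrate in mock leaves and did not pass the test in infected leaves. For PR5, log2 values at 2 mM minus those at 6 mM were 7.12 in mock leaves (adjusted p = 0.00445) and -0.33 in infected leaves (adjusted p = 0.879), from limma. For the ACC oxidase of Table 1 they were 5.15 and 0.07, for NP24-I 4.47 and -0.03, and for GluB (Les_2591_1_S1_at), a beta-1,3-glucanase, 3.80 and 0.02. For the difference between infected and mock leaves in this effect of nitrate, adjusted p was 0.0362 for PR5, 0.0224 for the ACC oxidase, 0.0159 for NP24-I and 0.0636 for GluB, which did not pass. NP24-I and GluB lay in infected leaves near the highest values of the arrays, 11.92 to 12.53, where differences may be compressed. P69B (Les_3635_1_S1_at), a subtilisin-like protease of defence, had 1.56 (adjusted p = 0.269) in mock leaves and -2.42 (adjusted p = 0.0491) in infected leaves (adjusted p = 0.0491 for the difference). TFT7 (Les_143_1_S1_at), a 14-3-3 protein of immune signalling, had 1.30 (adjusted p = 0.0022) and -0.28 (adjusted p = 0.363) (adjusted p = 0.0129 for the difference). The paper proposes that a differential response of defence genes under contrasting nitrate levels might account for part of the difference in susceptibility between leaves.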

**Table 1:** **Expression profile of defense related genes in response to *B. cinerea* infections under different N conditions**.

**ID Number**	**Description**	**Genome ID**	**AGI number**	**Fold change (log**_**2**_**)**		
				**2**	**6**	**12**
**STRESS RESPONSE**						
LesAffx.22491.2.A1_at	Flavonoid 3-hydroxylase	Solyc12g042480.1.1	AT5G07990	0.4	3.4	4.1
LesAffx.50270.1.S1_at	Strictosidine synthase-like	Solyc02g082900.2.1	AT3G51420	1.1	4.2	3.8
LesAffx.50270.2.S1_at	Strictosidine synthase-like	Solyc02g082900.2.1	AT3G51420	0.8	4.1	3.7
Les.3652.1.S1_at	Beta-1 3-glucanase	Solyc10g079860.1.1	AT3G57270	0.7	3.5	3.9
Les.3673.1.S1_at	Cytochrome P450	Solyc12g042480.1.1	AT4G36220	−1.4	1.5	2.9
Les.4966.1.S1_at	Response to stress	Solyc09g075070.2.1	AT1G02850	−1.6	1.3	2.2
**DEFENSE RESPONSE**						
Les.3406.1.S1_at	Chitinase	Solyc10g055800.1.1	AT3G12500	−0.2	2.8	2.7
Les.248.1.S1_a_at	Pathogenesis-related 4	Solyc01g097270.2.1	AT3G04720	−0.4	2.7	2.7
Les.3683.1.S1_at	Thaumatin, pathogenesis-related	Solyc08g080620.1.1	AT4G11650	−1.1	1.1	2.5
Les.5035.1.S1_at	LRR receptor-like	Solyc01g005730.2.1	AT1G47890	0	1.9	2.5
Les.22.1.S1_at	Oxophytodienoate reductase 3 (OPR3)	Solyc10g086220.1.1	AT1G76690	−1.4	0.4	0.3
**OXIDATION REDUCTION PROCESSES**						
LesAffx.71628.1.S1_at	Thioredoxin superfamily protein	Solyc03g112770.2.1	AT5G63030	−0.3	0.4	0.4
Les.3172.1.S1_at	Glutathione S-transferase	Solyc01g102660.2.1	AT2G02390	−0.4	1.1	1.4
Les.2746.2.A1_at	Glutathione S-transferase	Solyc09g011510.2.1	ND	3.1	2.8	0.6
Les.132.1.S1_at	ACC oxidase	Solyc07g049550.2.1	AT1G05010	−2.9	2.2	3.3
LesAffx.5010.2.S1_at	Cytochrome b561	Solyc03g025840.2.1	AT4G25570	−0.7	0.1	0.2
Les.3449.1.S1_at	Glutathione synthetase	Solyc01g098610.2.1	AT5G27380	−2.0	−0.4	0.1
Les.1925.1.A1_at	Glutathione S-transferase	Solyc05g013950.1.1	AT1G19570	−3.1	0.7	0.7
Les.2955.1.A1_at	Glutathione S-transferase	Solyc02g068900.2.1	ND	−0.9	−0.3	0.4
**HORMONE PATHWAY**						
Les.132.1.S1_at	ACO4 ethylene-forming enzym	Solyc07g049550.2.1	AT1G05010	−2.9	2.2	3.3
Les.3465.1.S1_at	Ethylene response regulator	Solyc09g089610.2.1	AT3G23150	0.6	1.2	2.0
Les.3818.1.S1_at	Ethylene responsive transcription factor	Solyc09g089930.1.1	AT3G23240	−0.7	2.6	2.2
LesAffx.65348.1.S1_at	Anthranilate synthase	Solyc06g006100.2.1	AT5G05730	−0.6	−0.1	0.8
Les.3632.1.S1_at	Lipoxygenase family protein 4 (LOX4)	Solyc03g122340.2.1	AT1G72520	3.5	2.6	0.6

^*^Fold change in gene expression for each gene upon B. cinerea infection are referred to mock-treated samples grown under the same N condition (2, 6, and 12 mM nitrate).

### Network analysis identifies *B. cinerea*-responsive regulatory pathways associated with the plant N status

To identify functional relationships and key regulatory TFs among the N/B responsive genes, we performed a gene co-expression network analysis. Due to the limited knowledge of gene interactions in tomato, we decided to incorporate data available from *A. thaliana*. For ortholog group assignment, tomato sequences (gene models ITAG release 2.4, https://solgenomics.net), matching probe sets on the GeneChip Tomato Genome array, were aligned to the Arabidopsis genome using OrthoMCL (Li et al., 2003). For network inference, we used all Arabidopsis loci identifiers to predict putative protein-DNA interactions, making use of sequence preference information recently obtained for a large number of Arabidopsis TFs (Weirauch et al., 2014) and the gene co-expression database (Obayashi et al., 2014). As shown in Figure 5A, a network comprising 477 genes was obtained. Genes are represented as nodes connected by edges that depict predicted regulatory interactions. In this analysis, 9 co-expression modules were identified using the community cluster (Glay) algorithm in ClusterMaker tools (Morris et al., 2011). This algorithm recognizes functionally related groups and finds densely connected regions in a network (Su et al., 2010). In addition, we found statistically overrepresented biological functions in 7 of these modules using a hypergeometric test in BINGO tools (adjusted *p* < 0.05 by FDR). Interestingly, network includes functions important for plant defense against necrotrophic fungi, such as stress response, oxide-reduction processes and cell wall and wax biosynthesis processes. Moreover, genes related to ET signaling and the responses to this hormone were also identified as overrepresented in these modules, consistent with the finding describing how ET responses are important for *B. cinerea* resistance in tomato leaves (Díaz et al., 2002). In addition, we found several TFs belonging to the ERF (Ethylene Response Factor) family, which have been implicated in the plant defense response to *B. cinerea* (AbuQamar et al., 2006; Windram et al., 2012). Nevertheless, susceptibility of tomato fruit to *B. cinerea* had been also associated in part with ET pathways (Cantu et al., 2009; Blanco-Ulate et al., 2013), suggesting complex and tissue-specific ET regulatory networks in response to fungus infections.

**Figure 5:**
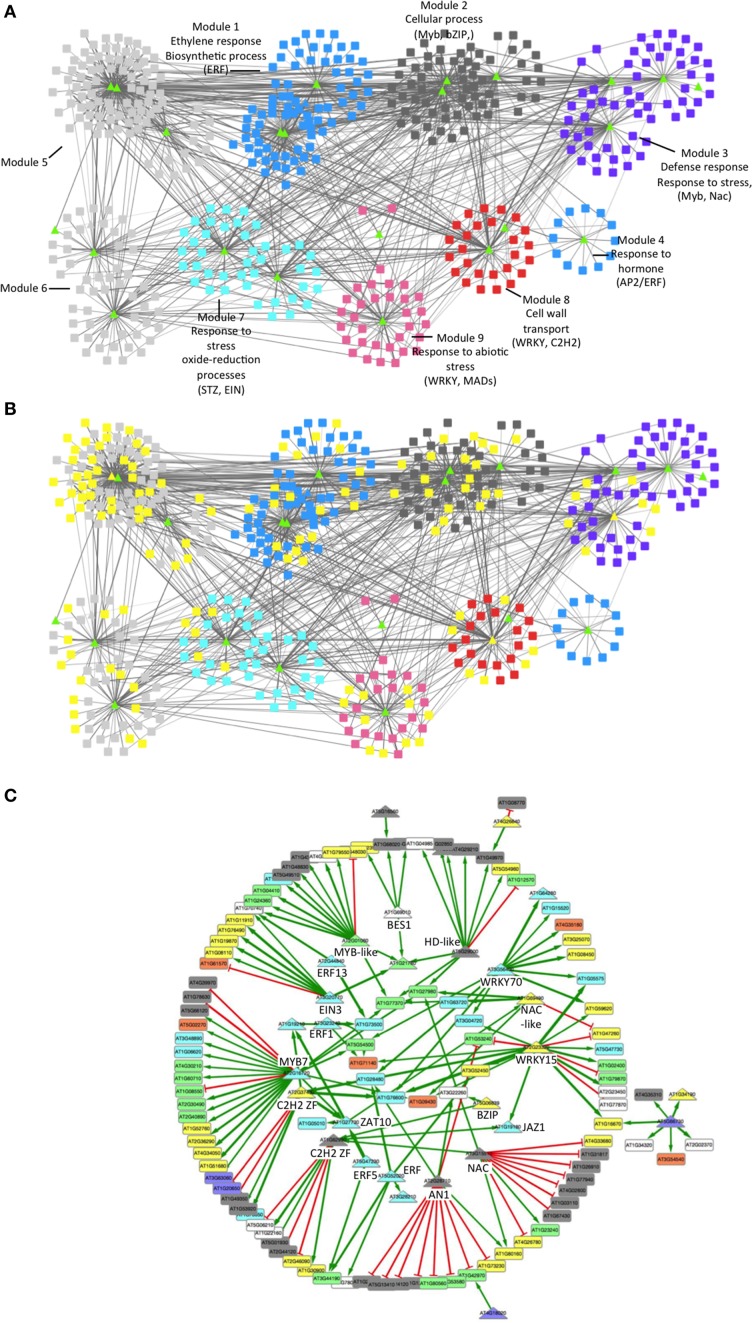
**Network analysis of transcriptomics data predicts a *B. cinerea*-responsive regulatory gene network affected by the plant N-status. (A)** Network analysis of genes with significant N/B ANOVA model. Genes are presented as triangles (TFs) and rectangles (target genes). Colors are used to distinguish each gene network module grouped by topology. The most overrepresented GO term (biological process) and TF in each module are indicated. **(B)** Network analysis of genes with significant N/B ANOVA model in which genes also present in the B ANOVA model are highlighted. Yellow nodes indicate genes that also respond to the infection alone, irrespective of the N concentration. X and Y axes do not represent any particular scale. **(C)** Subnetwork of TFs and their putative targets derived from most co-expressed genes. Arrowhead green lines indicate predicted transcriptional activation, while red lines indicate transcriptional repression. Nodes are color-coded based on biological processes: metabolism (gray), unknown processes (white), defense, and stress response (yellow), response to hormone (purple), JA/ET processes (light blue), oxidative-reduction processes (green), and transport (orange).

In order to distinguish the effect of the plant's N-status in the defense response against *B. cinerea* (Figure 5A; N/B ANOVA model) from the general plant response to fungal infection irrespective of its N condition (B ANOVA model), we highlight genes with a significant B (*B. cinerea*) ANOVA model within the mentioned network (Figure 5B). When Figures 5A,B were compared, we noticed that only 40% of the mentioned N/B network responded to the infection as a single (B) factor, supporting the link between fungus infection and N response. 

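Most genes with an N/B interaction also had a B. cinerea effect over the 3 nitrate levels. Of 569 probe sets with an N/B interaction, 462 (81.2%) passed the test of the B. cinerea effect, 224 of them without a nitrogen effect and 238 with one. Another 88 (15.5%) had the interaction alone and 19 had it together with a nitrogen effect alone. CTR1 (Les_31_1_S1_s_at), a kinase that holds back ethylene signalling, had all 3 effects, with log2 fold changes of 1.40, 1.81 and 0.65 at 2, 6 and 12 mM nitrate and an adjusted p of 0.00654 for the interaction and of 1.89e-08 for the infection effect, from limma. CrtR-b1 (Les_3545_1_S1_at), a carotene hydroxylase, had 0.95, 0.27 and -0.95, with adjusted p = 0.00168 for the interaction and adjusted p = 0.473 for the infection effect. Over all 10101 probe sets, 4659 had an infection effect, 2032 higher and 2627 lower in infected leaves, and 2042 had a nitrogen effect. These shares cover all probe sets with an interaction, not the genes of the network, whose members are not listed in the text.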

Interestingly, the majority of the TFs present in the network also link to this interaction (in Figure 5B, note that most TFs at the center of each module are not highlighted in yellow).

To identify TFs that may control relevant functions in the N status-dependent response to *B. cinerea*, we focused on TFs and those putative targets possessing significant co-expression (Figure 5C). We applied a 90th percentile cut-off in co-expression networks considering the absolute value, such that only the highest scoring 10% of edges were selected. A total of 28 TFs are present in the N/B network, from which 22 were highly connected within its center and might represent important regulators of the N/B interaction. Interestingly, TFs within the network and their respective putative targets are mostly involved in transport, oxide-reduction processes and stress and defense responses. In addition, within this group of regulatory proteins, we also identified overrepresented biological functions related to the response to ET and JA.

### The plant N status modulates the expression of TFs belonging to families involved in plant defense

The results depicted in Figure 5 support the importance of plant N metabolism in plant defense pathways. To validate this prediction, we analyzed the expression levels of 18 TF-encoding genes in leaves or fruits infected by *B. cinerea*, from tomato plants grown under all nitrate concentrations used throughout this work (Table S5). 

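On the arrays, most of the 18 transcription factor genes of Table S5 changed with infection at 2 mM nitrate. There, 14 were higher, 3 lower and 1 did not pass the limma test. At 6 mM 9 were higher, 2 lower and 7 did not pass, and at 12 mM 6 were higher, none was lower and 12 did not pass. The study chose these genes on these samples, so the directions are not independent evidence. NOR (Les_288_1_S1_at), a NAC factor of fruit ripening, had a log2 fold change of 1.38 (SE 0.27, adjusted p = 0.000613) at 2 mM and 0.27 at 6 mM. Les_2569_1_S1_at, named NAC-like in Table S5, rose by 1.18, 1.82 and 2.80 at 2, 6 and 12 mM. WRKYIId-4 (Les_546_1_A1_at), named WRKY15 in Table S5, rose by 0.82, 2.48 and 2.49 (adjusted p = 0.0274 for the difference between 2 and 6 mM). LesAffx_44152_1_A1_at, a bZIP factor, rose by 1.20 at 2 mM, with -0.05 at 6 mM (adjusted p = 0.0141 for the difference). LesAffx_63802_1_S1_at, which the paper annotates as a bHLH factor, had -0.55 (adjusted p = 0.00612), -0.36 (adjusted p = 0.067) and 0.15. Of 7 probe sets for WRKY factors, 3 were higher and 2 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.709, and adjusted p = 0.872 with an estimated correlation) at 2 mM. At 6 mM, 2 were higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.566, and adjusted p = 0.797 with an estimated correlation). At 12 mM, 1 was higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.676, and adjusted p = 0.843 with an estimated correlation).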

An RT-qPCR analysis of selected TFs supported microarray results and network analysis (Figure 6). Hierarchical clustering analysis of the RT-qPCR data revealed 6 clusters. Cluster #1 (Figure 6, in gray), composed of four TF-encoding genes (NAC-like, WRKY15, BIM, and WRKY70), groups genes that are induced by fungal infection under N-sufficient conditions, but repressed in leaves or marginally induced in fruits of plants grown under N-limiting conditions. In Arabidopsis, WRKY 15 and WRKY 70 (Figure 5, Modules 3 and 8, respectively) have been reported as induced when infected with *B. cinerea*. Interestingly, *wrky70* mutant plants showed enhanced susceptibility to this fungus, in a SA dependent manner (AbuQamar et al., 2006).

**Figure 6:**
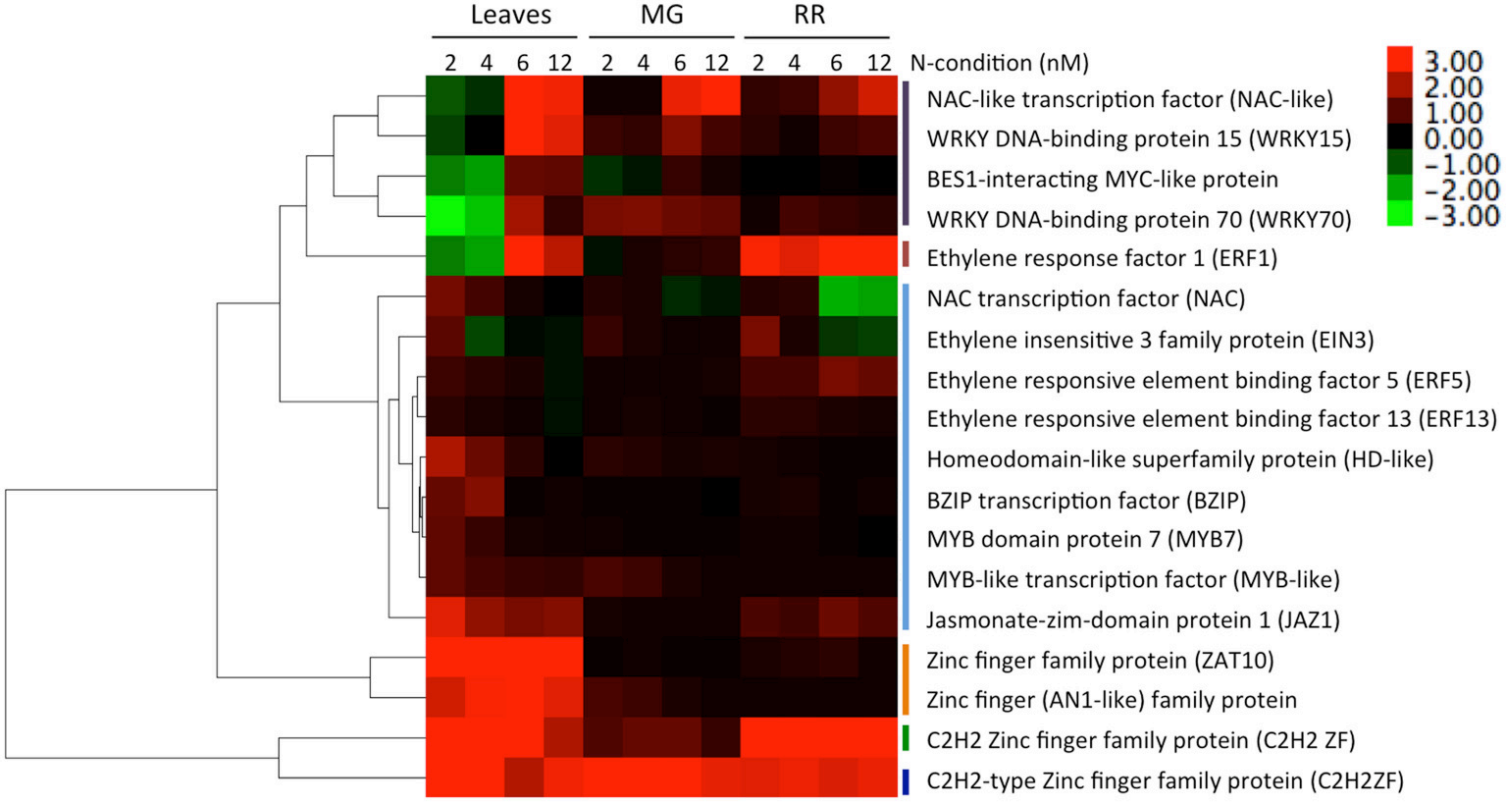
**Hierarchical clustering of mRNA levels for selected TFs showing a differential gene expression pattern in response to the fungus infection under different N conditions**. The dendrogram and colored image were produced using gene expression data after RT-qPCR (*n* = 3). The color scale ranges from saturated green for log_2_ ratios −3.0 and below, to saturated red for log_2_ ratios +3.0 and above. Fold change in gene expression for each gene upon *B. cinerea* infection are referred to mock-treated samples. Each TF is represented by a single row of colored boxes. Six clusters were identified, and are numbered and denoted with a vertical line (from top to bottom) as follows: cluster #1 in gray, #2 in brown, #3 in light blue, #4 in orange, #5 in green, and #6 in blue.

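ZAT10 and a pair of other C2H2 zinc finger genes that the study chose rose on the arrays at all 3 nitrate levels. ZAT10 (Les_5126_1_S1_at), a repressor of stress responses, rose by 4.45 (SE 0.36, adjusted p = 5.09e-07) at 2 mM, 5.12 (adjusted p = 1.06e-07) at 6 mM and 2.14 (adjusted p = 0.00094) at 12 mM, on the log2 scale from limma. LesAffx_64439_1_S1_at, of the same family, rose by 5.25, 4.03 and 2.09 (largest adjusted p = 0.013), and LesAffx_51298_1_S1_at by 6.44, 6.14 and 4.33 (largest adjusted p = 2.23e-05). LesAffx_22830_1_S1_at, an AN1-like zinc finger gene, rose by 4.10 and 3.84 at 2 and 6 mM, with 0.67 (adjusted p = 0.61) at 12 mM. The response of ZAT10 at 12 mM was below that at 6 mM by a difference of -2.98 (adjusted p = 0.00875). Of 5 probe sets that Tables S1 to S4 annotate as C2H2 or AN1 zinc finger stress proteins, 4 were higher and 1 lower at 2 mM and at 6 mM, and 2 were higher and 0 lower at 12 mM. The study chose them on these samples, so the counts are not independent evidence.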

*B. cinerea* also triggered the induction of zinc-finger TFs (ZAT) genes in leaves, under all N-conditions (Figure 5, Module 7; Figure 6, Cluster #4). ZAT genes are induced in abiotic stress conditions and are required for cytosolic ascorbate peroxidase expression during oxidative stress in Arabidopsis (Rizhsky et al., 2004). These regulatory genes may be involved in the oxidative burst triggered by the pathogen or in oxidation-reduction processes to protect the plant.

Infection by *B. cinerea* enhanced the expression of several TFs involved in the ET response (EIN3, ERF5, and ERF13; Figure 5, Module 1; Figure 6, Cluster #3). 

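Ethylene response factors went in both directions on the arrays. The EIN3 family gene EIL1 (Les_3472_1_S1_at), which passes the ethylene signal to its target genes, had a log2 fold change of -1.09 (SE 0.18, adjusted p = 0.00016) at 2 mM nitrate, -0.62 (adjusted p = 0.011) at 6 mM and -0.12 at 12 mM, from limma. The probe set for ERF5 (LesAffx_51274_1_A1_at) had 0.69 (adjusted p = 0.0106) at 2 mM, 0.38 (adjusted p = 0.165) at 6 mM and -0.17 at 12 mM, and that for ERF13 (LesAffx_64946_1_S1_at) 0.53 (adjusted p = 0.00176), 0.13 (adjusted p = 0.425) and -0.12. After cyclic loess between arrays, ERF5 had -0.02 and ERF13 -0.18 at 2 mM. EREB (Les_3818_1_S1_at), named ERF1 in Table S5, had -0.74 (adjusted p = 0.147) at 2 mM and rose by 2.61 and 2.22 at 6 and 12 mM (adjusted p = 0.00881 for the difference between 2 and 6 mM). Erf1a (Les_3679_1_S1_at) rose at all 3 levels, by 1.45, 3.36 and 2.09, and PTI5 (Les_3575_1_S1_at), which works with the immune kinase Pto, by 4.29, 3.70 and 3.09. ERF4 (Les_4139_1_S1_at) had -3.04, -1.95 and -0.53.
Of 16 probe sets for ERF and DREB factors, 4 were higher and 5 lower (4 and 5 adjusted over the list alone, camera adjusted p = 0.82, and adjusted p = 0.956 with an estimated correlation) at 2 mM. At 6 mM, 5 were higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.221, and adjusted p = 0.683 with an estimated correlation). At 12 mM, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.209, and adjusted p = 0.67 with an estimated correlation). Of 13 whose symbols match ethylene signalling names chosen in advance, 2 were higher and 5 lower (2 and 5 adjusted over the list alone, camera adjusted p = 0.789, and adjusted p = 0.956 with an estimated correlation) at 2 mM. At 6 mM, 3 were higher and 2 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.637, and adjusted p = 0.895 with an estimated correlation). At 12 mM, 2 were higher and 0 lower (2 and 0 adjusted over the list alone, camera adjusted p = 0.259, and adjusted p = 0.771 with an estimated correlation).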

ERF5 was slightly induced by the fungal infection, most likely in RR fruits. Among the TFs associated with the ET response, several TFs belong to the ERF family, have been associated with stress responses (McGrath et al., 2005) and as modulators of the SA/JA crosstalk (Van der Does et al., 2013). Interestingly, in infected leaves, ERF1 (Ethylene Response Factor 1; Figure 6, Cluster #2) was significantly induced in N-sufficient conditions and repressed in low N conditions. ERF1 has been implicated in JA and ET signaling, and pathogen defense (Berrocal-Lobo et al., 2002; Lorenzo et al., 2003). In addition, the Jasmonate-ZIM-Domain 1 gene (*JAZ1*; Figure 5, Module 5; Figure 6, Cluster #3) was also induced by the fungus infection in leaves under all analyzed N-conditions. This gene is involved in JA-signaling and, recently, its role in plant defense has been described (Li et al., 2014). These different patterns of expression of TFs related with hormone responses, suggest the existence of several regulatory pathways interacting in a complex and highly dynamic manner, linking plant N status, and the plant defense response.

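AOS, TomloxE, LAPA1 and JA2 rose with infection at all 3 nitrate levels, and JAZ1 at 2 and 6 mM. The probe set for JAZ1 (Les_2572_2_S1_a_at), a repressor of jasmonate responses, had a log2 fold change of 2.01 (SE 0.42, adjusted p = 0.00115) at 2 mM nitrate, 1.42 (adjusted p = 0.0138) at 6 mM and 0.00 (adjusted p = 1) at 12 mM, from limma, and with array quality weights -0.63 at 12 mM. AOS (Les_13_1_S1_at), allene oxide synthase of jasmonate synthesis, rose by 5.53, 4.09 and 2.59, and TomloxE (Les_3527_1_S1_at), a lipoxygenase, by 3.66, 3.82 and 2.23. LAPA1 (Les_84_1_S1_at), a leucine aminopeptidase of the wound response, rose by 6.76, 6.95 and 3.21, and JA2 (Les_23_1_S1_at), a NAC factor, by 2.54, 3.09 and 3.05. ARG2 (Les_3299_1_S1_at), an arginase, had 1.87 (adjusted p = 0.00481) at 2 mM and did not pass the test at 6 or 12 mM.
Of 14 probe sets for oxylipin and jasmonate synthesis, 5 were higher and 2 lower (5 and 2 adjusted over the list alone, camera adjusted p = 0.141, and adjusted p = 0.563 with an estimated correlation) at 2 mM. At 6 mM, 6 were higher and 2 lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.118, and adjusted p = 0.519 with an estimated correlation). At 12 mM, 5 were higher and 1 lower (5 and 2 adjusted over the list alone, camera adjusted p = 0.17, and adjusted p = 0.563 with an estimated correlation). Of 15 for the jasmonate-regulated wound response, 7 were higher and 1 lower (7 and 1 adjusted over the list alone, camera adjusted p = 0.0747, and adjusted p = 0.62 with an estimated correlation) at 2 mM. At 6 mM, 3 were higher and 3 lower (3 and 3 adjusted over the list alone, camera adjusted p = 0.238, and adjusted p = 0.709 with an estimated correlation). At 12 mM, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.0519, and adjusted p = 0.62 with an estimated correlation).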

## Discussion

Although, different agronomic reports indicate that the amount of N fertilization can modulate disease severity caused by pathogens in numerous plant species (Snoeijers et al., 2000; Walters and Bingham, 2007; Dordas, 2008; Fagard et al., 2014), the underlying mechanisms are poorly characterized. In general terms, high N supply decreases the severity of the infections from necrotrophic pathogens, and N-limiting conditions decrease plant susceptibility to biotrophy or hemibiotrophic microorganisms (Walters and Bingham, 2007; Dordas, 2008). Despite these general trends, several reports show contradictory evidence, suggesting a complex relationship linking N metabolism and disease infection processes. In this report, we investigated the role of plant N nutrition in the outcome of the plant-pathogen interaction, employing two important agronomic models: *B. cinerea* and *S. lycopersicum*.

We showed that tomato plants grown under contrasting nitrate conditions exhibit differential susceptibility to fungal infection. We used nitrate as a nitrogen source, since it is the most important N source for plants in agricultural soils (von Wirén et al., 2000) and it plays an important role as the major nitrogen resource in tomato plants (Wang et al., 2001; Fu et al., 2015). In agreement with previous studies, tomato plants grown under N-sufficient or higher conditions showed a significantly decreased susceptibility to *B. cinerea* (Hoffland et al., 1999; Lecompte et al., 2010). We extended previous results to include fruits and showed that there is reduced susceptibility to *B. cinerea* in fruits at two developmental stages (MG and RR) from plants grown under N-sufficient conditions, suggesting that the nitrogen/disease connection might extend beyond vegetative tissues.

The induction of the plant defense response is an energetically costly process (Berger et al., 2007). As such, different studies have suggested that the major role of the plant's primary metabolism during the plant-pathogen interaction is to support the increased energy requirements brought about by the defense response (Bolton, 2009; Kangasjärvi et al., 2012), and some pathogens in early steps of infections trigger a nutrient-limiting environment (Mathioni et al., 2011). In this scenario, it is reasonable to hypothesize that “well nourished” plants may defend better, as observed in tomato grown under N-sufficient conditions. This observation sharply differs from crop plants that present less susceptibility under low nitrogen availability (Davidson et al., 2007; Lecompte et al., 2013). Notably, as observed from our global gene expression profiling, plant metabolic processes were significantly affected by *B. cinerea*, irrespective of the nitrogen condition used to grow the plants. This finding is consistent with previous reports showing that the plant-pathogen interaction regulates plant metabolism (Ward et al., 2010; Rojas et al., 2014). In order to establish a favorable energy balance for defense, it has been suggested that the up-regulation of defense-related genes is compensated by the down-regulation of genes involved in other metabolic pathways (Berger et al., 2007; Massad et al., 2012). 

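Chlorophyll-binding and photosystem genes of the nucleus fell in infected leaves. CAB6A (Les_3775_1_S1_at), a light-harvesting chlorophyll-binding protein of photosystem I, had log2 fold changes of -3.52 (SE 0.48, adjusted p = 4.43e-05) at 2 mM nitrate, -3.04 (adjusted p = 0.000163) at 6 mM and -1.60 (adjusted p = 0.032) at 12 mM, from limma. CAB5 (Les_147_1_S1_at), a light-harvesting protein, had -2.97, -4.68 and -3.78, PsbQ (Les_1472_1_S1_at) of the oxygen-evolving complex -2.80, -2.59 and -1.39, and PETE (Les_4301_1_S1_at), plastocyanin of photosynthetic electron transport, -2.80, -2.54 and -1.65. Of 9 probe sets for photosystem and light-harvesting proteins, 0 were higher and 9 lower (0 and 9 adjusted over the list alone, camera adjusted p = 0.0011, and adjusted p = 0.613 with an estimated correlation) at 2 mM. At 6 mM, 0 were higher and 9 lower (0 and 9 adjusted over the list alone, camera adjusted p = 0.000862, and adjusted p = 0.613 with an estimated correlation). At 12 mM, 0 were higher and 7 lower (0 and 7 adjusted over the list alone, camera adjusted p = 0.00137, and adjusted p = 0.618 with an estimated correlation). Their medians were -2.71, -2.54 and -1.43. The responses at 2 and 6 mM differed for 0 of the 9 by limma, for 0 adjusted over the list alone and for 1 at an unadjusted p under 0.05. In mock leaves at 2 mM, 1 was lower than at 6 mM and none higher (7 lower adjusted over the list alone, camera adjusted p = 0.000862, and adjusted p = 0.613 with an estimated correlation).
LesAffx_65124_1_S1_at, annotated by the paper as cytochrome b6-f complex subunit 5, rose by 3.30 (SE 0.41, adjusted p = 2.12e-05) at 2 mM, with 0.76 at 6 mM and 0.46 at 12 mM, from limma. LesAffx_65143_1_A1_at, cytochrome b559 of photosystem II, had 3.08, 0.62 and -0.06, and LesAffx_18338_1_S1_at, protein H of photosystem II, 1.96, 0.76 and 0.34. These 3 probe sets were singled out after their values had been seen. The bioB hybridisation controls also rose most at 2 mM, by 3.05, with 1.65 at 6 mM and 0.50 at 12 mM. An effect of the arrays on these 3 was not tested. Of 14 probe sets that Tables S1 to S4 annotate with light reactions, 9 were higher and 5 lower at 2 mM, 0 higher and 5 lower at 6 mM, and 0 higher and 0 lower at 12 mM. The study chose these 14 on these samples, so the counts are not independent evidence, and 2 of the 9 are blue copper proteins that only share a domain with plastocyanin.

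**Figure D7:**
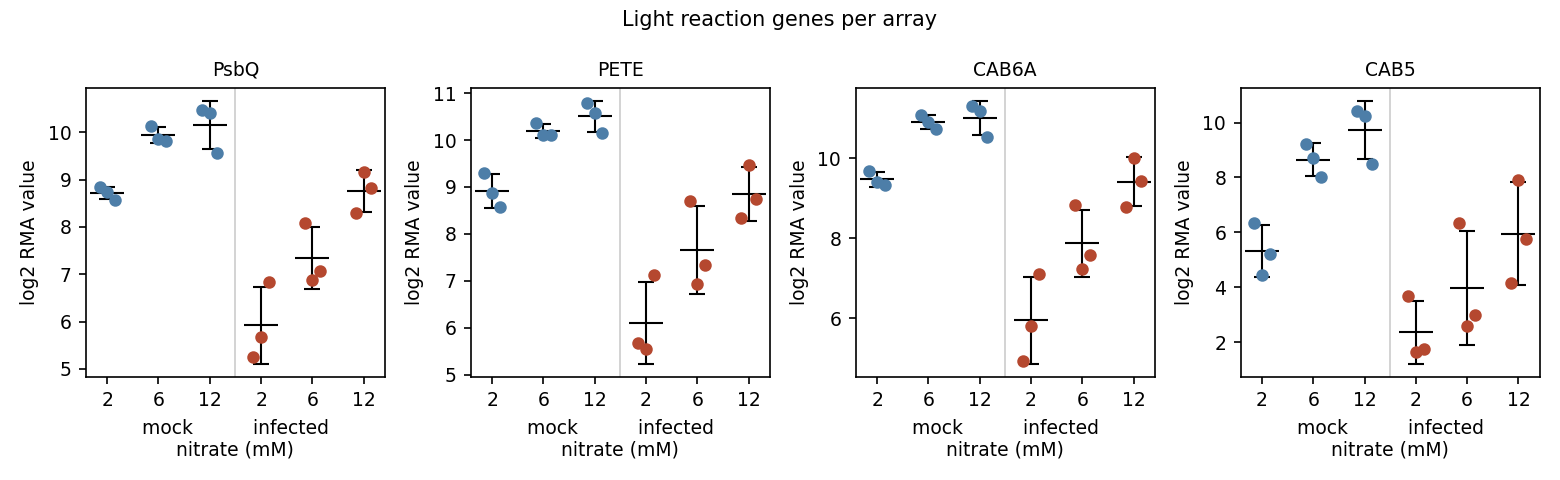
Log2 RMA values of PsbQ, PETE, CAB6A and CAB5 per array (points), with mean (line) and SD (bars) of each group of 3 arrays, for mock and infected leaves at 2, 6 and 12 mM nitrate. Infected leaves differ from mock leaves by -3.52 for CAB6A at 2 mM.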

In agreement with what has been reported for *B. cinerea* infections in *A. thaliana* (AbuQamar et al., 2006; Windram et al., 2012), several genes involved in photosynthesis were down regulated in our tomato experiments in response to the fungus infection, under all N conditions.

In the context of plant-pathogens interactions, the nutrition of the plant can have an effect on secondary metabolite production. Plant N-status modifies amino acid accumulation involved in the biosynthesis of defense-associated secondary metabolites, such as flavonoids and phenylpropanoids (Ward et al., 2010; Fagard et al., 2014). Phenylpropanoid pathways regulate the resistance against *B. cinerea* in the *sitiens* tomato mutant (Seifi et al., 2013). Accordingly, we found several genes involved in this pathway up-regulated by the fungus infections in N-sufficient conditions. In addition, the amino acid content and its relative concentration are modified during the plant disease process, suggesting that amino acid metabolism can impact plant-pathogen interactions. 

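A gene of hydroxycinnamic acid amides and an alcohol dehydrogenase rose with infection. THT1-3 (Les_254_1_S1_at), a tyramine hydroxycinnamoyl transferase of wall-bound phenolics, rose by 4.64 (SE 0.43, adjusted p = 1.62e-06) at 2 mM nitrate, 4.95 (adjusted p = 7.56e-07) at 6 mM and 2.72 (adjusted p = 0.000571) at 12 mM, on the log2 scale from limma. Eli3 (Les_3741_1_A1_at), annotated as a cinnamyl alcohol dehydrogenase, rose by 1.23 and 0.83 at 2 and 6 mM, with 0.13 at 12 mM. Of 12 probe sets for phenylpropanoids and flavonoids that Tables S1 to S4 name, 8 were higher and 3 lower at 2 mM, 5 higher and 2 lower at 6 mM, and 1 higher and none lower at 12 mM. The study chose these 12 on these samples, so the counts are not independent evidence of a direction. The responses at 2 and 6 mM differed for 1 of the 12, which was higher at 2 mM.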

Recently, reports show that genes involved in amino acid metabolism play a role in plant defense responses to pathogens (Hwang et al., 2011; Seifi et al., 2014). N-metabolism and amino acid homeostasis can modulate the plant redox status affecting the plant disease response (Liu et al., 2010). These results suggest that N metabolism could modulate -at least in part- plant defense responses affecting cellular redox status as well as secondary metabolite pathways.

The relevance of N and amino acid metabolism has been highlighted before in the context of plant-pathogen interactions (Hwang et al., 2011). For instance, several studies have shown that N-related gene expression is altered by pathogens (Pageau et al., 2006; Masclaux-Daubresse and Daniel-Vedele, 2010). Interestingly, the Arabidopsis *lht1* (lysine histidine transport 1) mutant is more resistant to a large spectrum of pathogens, an observation that is associated with an altered redox status (Liu et al., 2010). In this regard, we found several genes associated with redox status, N-metabolism and transporters affected by *B. cinerea* infections, depending on plant N-conditions. NRT2, a putative high-affinity nitrate transporter, was induced only in N-sufficient and higher conditions. Interestingly, in Arabidopsis, two NRT2s have been reported as involved in plant defense (Camañes et al., 2012; Dechorgnat et al., 2012) and the Arabidopsis *nrt2.6* mutant exhibits higher sensitivity to the necrotrophic bacterium *Erwina amylovora*. The susceptibility of this mutant appears to be related to reduced ROS accumulation (Dechorgnat et al., 2012), again linking redox status, N metabolism and defense. Similarly, we found that oxidation-reduction processes were over-represented among the biological functions responding to the fungal infection, under N-sufficient and higher conditions. Recently, nitrate reallocation in plants has been proposed as a regulator of the trade-off between plant growth and environmental adaptation (Zhang et al., 2014). All these results suggest that nitrate metabolism and transport have an impact on the plant's defense response, and that the nitrogen-defense connection goes beyond a direct metabolic relationship. Whether, this can be explained by N-derived alterations in the redox status of the plant requires further investigation.

Different plant hormones may provide an additional layer of regulation, underlying—at least in part—the complex relationship between nitrogen metabolism and plant defense response. It has been described that plant hormones play a role in the defense against *B. cinerea* (AbuQamar et al., 2006; Windram et al., 2012). Specifically, genetic studies on Arabidopsis and tomato indicate that JA and ET are key regulators of this defense response. Treatments with ET in tomato plants increased resistance to this fungus in leaves, while mutants in JA biosynthesis showed increased susceptibility to *B. cinerea* in leaves (Díaz et al., 2002; AbuQamar et al., 2008). Consistent with these prior findings, genes involved in ET response were identified by the GO term analysis in our network of *B. cinerea*-responsive genes associated with the plant N status. Likewise, several TFs associated with the JA/ET response were identified, including ERF1 and ERF5. The latter acts as a positive regulator of JA/ET-responsive defense genes against *B. cinerea* in Arabidopsis (Berrocal-Lobo et al., 2002). Notably, we found that ERF1 was induced in response to *B. cinerea* under N-sufficient conditions, while repressed in plants grown under N-limited ones. This TF has been described as a key regulator of JA/ET signaling, activating plant defense responses against *B. cinerea* in leaves (Berrocal-Lobo et al., 2002; Lorenzo et al., 2003) and necrotrophic *Rhizopus nigricans* in RR tomato fruit (Pan et al., 2013). Moreover, *ERF1* gene expression increases in response to *B. cinerea* infections in MG tomato fruit but is reduced in infected RR fruit (Blanco-Ulate et al., 2013). MG and RR tomato fruits show different susceptibility responses against this fungus infection, each associated with specific expression profiles of genes involved in ET and others hormone biosynthesis (Blanco-Ulate et al., 2013). More studies are necessary to assess the regulation of this TF in response to infections in different tissues.

Although, the plant hormone SA has been associated with the resistance to biotrophic pathogens, its role in plant defense against *B. cinerea* is not completely clear. On the one hand, the exogenous application of SA has been reported to result in decreased susceptibility to this fungus in tomato (Audenaert et al., 2002) and Arabidopsis (Ferrari et al., 2003), suggesting that SA affects the resistance against this fungus. On the other hand, the stearoyl-ACP desaturase (*ssi2*) Arabidopsis mutant, which exhibits increased SA levels and higher expression of the *PR1* gene, displayed, increased susceptibility to *B. cinerea* (Kachroo et al., 2001; Nandi et al., 2005). High resolution temporal transcriptomic analysis of the Arabidopsis defense response against this fungus, revealed complex regulatory networks, with different timings for JA, ET, and SA signaling (Windram et al., 2012) as well as the accumulation of plant phytoalexins and other defense-related proteins and molecules (Van Baarlen et al., 2004; AbuQamar et al., 2006; Scalschi et al., 2015). Our data support a role for these signaling pathways connecting N status and infection. For instance, the silencing of the *OPR3* gene enhances susceptibility to *B. cinerea* by affecting the JA biosynthesis pathway (Scalschi et al., 2015), and we found this gene to be repressed under N-limiting conditions. The WRKY70 TF, which is up-regulated in response to *B. cinerea* infection, plays a role in SA-JA crosstalk, activating SA-induced genes and repressing JA-responsive genes (Li et al., 2004). 

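A WRKY gene, LesAffx_43341_1_S1_at, which Table S5 names WRKY70 after its Arabidopsis match, fell with infection at 2 and at 6 mM nitrate. Its log2 fold change was -2.94 (SE 0.62, adjusted p = 0.00117) at 2 mM, -1.74 (adjusted p = 0.0351) at 6 mM and 0.16 (adjusted p = 0.932) at 12 mM, from limma. The difference between its responses at 2 and 6 mM was -1.20 (adjusted p = 0.376), and that between 2 and 12 mM -3.11 (adjusted p = 0.0197). Its log2 level was 5.44 ± 0.36 in mock leaves and 2.49 ± 0.98 in infected leaves at 2 mM (mean ± SD, n = 3). Among genes with a symbol, XTH1 had -5.36 at 2 mM and sbt4a (Les_21_1_S1_at), a subtilisin-like protease, -4.32.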

Interestingly, the *wrky70* mutant is more susceptible to this fungus (AbuQamar et al., 2006), since notably, a gene encoding for a putative WRKY70 TF in tomato is the most repressed gene in response to *B. cinerea*, as shown here, but only under low N availability, a condition in which higher susceptibility to the fungus was observed.

Taken together, the findings reported here suggest that N metabolism affects different mechanisms, including redox status, secondary metabolites and plant hormones (JA and ET), the latter of which globally alter the expression of defense-related genes. In sum, these mechanisms together modulate disease susceptibility and hence the outcome of the plant-pathogen interaction under different N conditions.

## Materials and methods

### Growth conditions of tomato plants

*Solanum lycopersicum* cv. *MicroTom* plants were cultivated under different N growth conditions employing 16:8 h light: dark cycles (150 micromoles/m^2^/s) at 20°C. Plants seeds were spread in plastic pots containing sterilized vermiculite, previously equilibrated with Murashige & Skoog (MS) modified basal salt mixture without nitrogen (PhytoTechnology Laboratories). This nutrient solution was supplemented with different concentrations of nitrate. Six mM nitrate was found to give maximal growth and thus considered as N-sufficient condition, while 2 mM and 4 mM nitrate were used as severe and mild N-limiting conditions, respectively. To evaluate a higher N input, tomato plants were grown using 12 mM nitrate. Four nutrition solutions—each containing the mentioned nitrate concentrations—were prepared and added to each pot every 2 days, employing the same volume (50 ml). Shoot biomass (dry weight) and N concentration (Dumas method) were determined from an average of 8 plants after 4 weeks of growth. Fruits were tagged at 2-day post anthesis (dpa) and harvested at 32 and 40 dpa as mature green and ripening red (MG and RR, respectively). A color chart was employed to confirm ripening stages.

### *Botrytis cinerea* growth conditions and virulence assays

The necrotrophic fungus used in this study was *B. cinerea* strain B05.10. This strain was routinely cultivated in Petri dishes containing potato dextrose agar (PDA, AppliChem) with 10% homogenized bean leaves. Conidia employed for virulence assays were obtained from an agar plug followed by glass-wool filtration using Gamborg B5-2% glucose (Duchefa Biochemie) medium.

For virulence assays, 4-week-old tomato plants grown under different nitrate conditions were inoculated in the third and fourth fully expanded leaves *in planta* as described (Cantu et al., 2008; Canessa et al., 2013). Briefly, conidia were suspended in Gamborg B5-2% glucose medium and adjusted to a final concentration of 5 × 10^5^ conidia/ml in the same medium supplemented with 10 mM KH_2_PO_4_/K_2_HPO_4_, pH 6.4. Conidial suspensions (10 μl) were used to inoculate leaves of six tomato plants obtained from each N condition analyzed. All plants were incubated inside plastic boxes at 20°C employing the growth conditions mentioned above, under humid environment for the indicated periods of time. Lesions were measured using the ImageJ software employing an external calibration scale (Schneider et al., 2012). On the other hand, fruits were inoculated at the day of harvest, as described (Cantu et al., 2008; Canessa et al., 2013). Briefly, fruits were first disinfected using 10% (v/v) bleach, followed by three consecutive water rinses. Thereafter, fruits were carefully punctured (2 mm depth, 1 mm diameter) employing a sterile needle at five sites per tomato. Subsequently, fruits were inoculated with 10 μl of conidia suspension (5 × 10^5^ conidia/ml). Tomatoes used as mock material were inoculated with the same volume of Gamborg B5-2% glucose-10 mM KH_2_PO_4_/K_2_HPO_4_ solution. All fruit samples were incubated at 20°C in high humidity, during the indicated periods of time (3, 4, and 5 dpi). At the end of the infection period, tomato lesions were measured as mentioned above. The evaluation of tomato susceptibility to *B. cinerea* was independently performed three times employing at least 4 fruits for each experimental condition.

For quantification of fungal development on plant tissue, DNA from leaves or fruits for each experimental condition was isolated following a method for genomic DNA described by Edwards et al. (1991). For real time PCR quantification, 25 μl samples were prepared containing 10 μl of DNA solutions and 300 nM of appropriate primers. Real-time PCR reactions were run in triplicates using the Brilliant SYBR Green QPCR Reagents on a StepOnePlus™ Real-Time PCR System (Life Technologies), as described bellow in RT-qPCR section. The sequences of the primers used in this study are detailed in Table S6. Serial dilutions of pure genomic DNA from each species were used to develop a calibration curve, as described (Gachon and Saindrenan, 2004).

### RNA isolation

Total RNA was extracted from both mock-treated and fungus-infected tomato leaves and fruits, following a CTAB-spermidine extraction protocol (Reid et al., 2006). In the case of leaves, a total of 12 leaves per N treatment were pulled together. This procedure was repeated three times (*n* = 3) and further used in microarray analysis and RT-qPCR experiments (see below). For fruits, total RNA was prepared from the combined fruit outer pericarp and epidermis, within approximately 0.25 cm radius around the *B. cinerea* inoculation sites. Each biological replicate (*n* = 3) consisted of an independent pool of samples from four different fruits. RNA samples were further quantified and analyzed by microfluidic analysis employing the Agilent Technologies' 2100 Bioanalyzer, following the manufacturer's instructions.

### Microarray analysis

For microarray hybridizations, three mock-inoculated and three fungus-infected biological replicates from tomato plants grown under 2, 6, and 12 mM nitrate were selected for global gene expression analysis. Five hundred nanograms of total RNA was processed for microarray hybridization using the GeneChip one-cycle target-labeling kit (Affymetrix), according to the manufacturer's instructions. The fragmented aRNA (7.5 μg) was hybridized on a GeneChip Tomato genome array (containing 10038 tomato probe sets for more than 9200 tomato genes) using standard procedures (45°C for 16 h). The arrays were washed and stained in a Fluidics Station 450 (Affymetrix). Array scanning was carried out with the GeneChip scanner 300 and image analysis was performed using the GeneChip Operating Software. Thereafter, GeneChip array data were quality assessed using a set of standard quality control steps described in the Affymetrix manual “GeneChip Expression Analysis: Data Analysis Fundamentals.” Array data were processed and normalized with RMA (Robust Multi-Array Average) (Irizarry et al., 2003) using the affy R package (Gautier et al., 2004). Approximately 60–75% of probe sets were significantly detected in all microarray hybridizations. 

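Spearman correlations between arrays of the same group ran from 0.869 to 0.995 over the 10101 probe sets, control probe sets left out. Between arrays of different groups the lowest was 0.693. The 3 mock 2 mM arrays lay closest to one another, and infected 2 mM replicate 1 lay farthest from its own group, at a root mean square distance of 1.03 on the log2 scale. Infected 2 mM replicate 3 lay nearer to infected leaves at 6 mM, at 0.49, than to its own group, at 0.76, and mock 12 mM replicate 3 nearer to mock leaves at 6 mM, at 0.52, than to its own group, at 0.85.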

To evaluate array reproducibility, spearman rank coefficients were computed and ranged between 0.97 and 0.99. The raw data for all hybridizations can be found in NCBIs Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE73006.

To determine DEG in response to *B. cinerea* infection affected by the N-conditions, normalized data were subjected to a Two-way analysis of variance (ANOVA) with adjusted *p* < 0.01 by Benjamini and Hochberg false discovery rate correction (Benjamini and Hochberg, 1995). For ANOVA analysis, we used a model with expression Y of a given gene i calculated as Y_*i*_= β_0_ + β_1_B + β_2_N + β_3_N/B + ε, where β_0_ is the global mean, and where β_1_, β_2_, and β_3_ are the effects of the *B. cinerea* infection, the N-condition and the interaction between these two factors (N/B), respectively (Table S1). The variable ε corresponds to the unexplained variance. In addition, to identify DEG between two conditions (e.g., infected and control samples at each N-condition) the Rank-Product method was used (*p* < 0.05) (Breitling et al., 2004; see Tables S2–S4).

### Functional annotation of differentially expressed genes (DEG)

For the assignment of functional annotations and categorizations for DEG, we employed the easy to use web tool Generic Gene Ontology (GO) Term Finder (Boyle et al., 2004). For this purpose, we constructed a custom-made GO database employing InterProScan 5 (Jones et al., 2014) and all predicted protein coding genes in the *S. lycopersicum* genome database (gene models ITAG release 2.4, https://solgenomics.net).

### Gene network analysis

Genes possessing a significant Nitrogen/*B. cinerea* (N/B) interaction factor were selected to carry out a gene network construction (Table S1). First, we perform an analysis of ortholog group assignment between tomato and *A. thaliana*. For this purpose, tomato sequences (gene models ITAG release 2.4), matching to probe sets on the array were aligned to the Arabidopsis genome, using OrthoMCL (Li et al., 2003) orthologs genes were assigned. Thereafter, with all Arabidopsis loci identifiers, a gene co-expression network was constructed using 11,171 microarray experiments obtained from the ATTED-II database (Obayashi et al., 2014), accessed in March 2015. Co-expression values were calculated using weighted Pearson's correlation coefficient, as described in Obayashi et al. (2014). This database collects gene expression data in Arabidopsis from a wide range of microarray experiments. We included protein–DNA interactions (Weirauch et al., 2014), considering at least one TF binding site in the upstream gene region (1000 bp) and over-representation of the TF binding site (two standard deviations) above the mean occurrence in all the upstream sequences in the genome. To improve the regulatory interaction predictions, the protein–DNA interactions were filtered to include only transcription factor/target pairs for which co-expression values are highly (cut-off above the 90th percentile considering absolute value of gene co-expression) (Obayashi et al., 2014) and significantly correlated (*p* < 0.05) in our microarray experiment. The resulting network was visualized using CYTOSCAPE (Data Sheet S1; Shannon et al., 2003).

### RT-qPCR and clustering analysis of gene expression data

cDNA synthesis was carried out using the Improm-II reverse transcriptase according to the manufacturer's instructions (Promega). RT-qPCR was carried out using the Brilliant SYBR Green QPCR Reagents on a StepOnePlus™ Real-Time PCR System (Life Technologies). For mRNA levels normalization, the *PROTEIN PHOSPHATASE 2A catalytic subunit (PP2Acs, SGN-U567355)* was used (Løvdal and Lillo, 2009; Dekkers et al., 2012). The expression of this reference gene was stable in our microarray data (*CV* = 2%) and in microarrays in response to *B. cinerea* in tomato fruit at two developmental stages (MG and RR, *CV* = 3% Cantu et al., 2009).

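The probe sets annotated as catalytic subunits of protein phosphatase 2A varied less over the 18 arrays than the median probe set. PP2AC1 (Les_5569_1_S1_a_at) had a mean of 5.32 ± 0.30 (SD, n = 18 arrays) on the log2 scale, and PP2Ac2 (Les_4665_1_S1_at) a mean of 6.22 ± 0.21. The coefficient of variation was 5.59% and 3.40% on the log2 scale and 21.1% and 16.7% on the linear scale, and over all probe sets the median SD was 0.467 on the log2 scale and the median coefficient of variation 33.7% on the linear scale. With infection, PP2AC1 had 0.67 (adjusted p = 0.00115) at 6 mM nitrate, and 0.28 and 0.19 at 2 and 12 mM, from limma, and PP2Ac2 had 0.31, 0.21 and 0.02. The text does not pair the reference gene with a probe set.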

Total RT-qPCR reaction volume was 25 μl, containing 2.0 μl of cDNA template and 140 nM of each primer. The reactions were performed under the following conditions: 95°C for 10 min, followed by 40 cycles of 95°C, 30 s; 55°C, 30 s; and 72°C, 30 s, followed by a melting curve analysis from 55 to 95°C. Fluorescence values were acquired during the annealing period of the RT-qPCR procedure. All experiments were performed with three biological replicates, with their corresponding three technical replicates. To determine the mRNA levels in response to the *B. cinerea* infection, infected leaves and fruits from plants grown under 2, 4, 6, and 12 mM nitrate were compared to their corresponding mock-treated control grown under same culture conditions. Genes showing a similar expression pattern were analyzed and visualized using the average-linkage hierarchical clustering performed in Cluster 2.11 software, as described (Eisen et al., 1998).

## Author contributions

PC, GH, IR, AV performed and analyzed virulence assays; GH, AV performed and analyzed microarray experiments; PC and AV conducted the GO analysis of gene expression data; TM, JC, AV conducted bioinformatics analysis for gene network construction; IR, GH, JR, AV, PC completed RT-qPCR analysis; AV, PC, and RG analyzed all data and wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 **Tomato plants grown under contrasting N conditions. (A)** Shoots biomass (average) of *MicroTom* tomato plants (4-weeks-old) grown under contrasting N conditions. **(B)** N percentage of plants, determined as dry weight (see Materials and Methods; *n* = 4). Different letters indicate significant differences among treatments (*p* ≤ 0.05; error bars indicate SEM).

Figure S2 **Fungal growth quantification over a *B. cinerea* infection time-course**. The abundance of the fungus was quantified by qPCR amplification of *cutA* (see Materials and Methods) in infected leaves samples **(A)**, and MG **(B)** and RR **(C)** fruits. Different letters indicate significant differences among treatments (*p* ≤ 0.05; error bars indicate SEM; *n* = 3).

Figure S3 **ANOVA analysis of microarray gene expression data**. The number of genes with significant factors obtained by Two-way ANOVA analysis of global expression data is represented (*p* < 0.01), employing the SUNGEAR tool (Poultney et al., 2007). The triangle and its vertices represent the analyzed factors: *B. cinerea* (B), N conditions (N) and the interaction between these two factors (N/B). Circles (and their respective size) represent the number of genes controlled by the different factors, as indicated by the arrows around the circles.

Table S1 **Microarray expression data for genes with N/B ANOVA model (adjusted *p* < 0.01)**. The table includes the Affymetrix probes, the tomato accessions (ITAG2.4, Sol Genomics Network, https://solgenomics.net) and their annotations, Arabidopsis (TAIR, http://arabidopsis.org) or GeneBank accessions, the *p*-value adjusted by FDR and the log2-fold changes of the comparison between *B. cinerea* infected and mock-treated sample (B/M) in each N-conditions (2, 6, and 12 mM nitrate).

Table S2 **Microarray expression data for genes that are either up- or down-regulated by the *B. cinerea* infection in comparison to mock-inoculated plants grown in N-limiting conditions (2 mM nitrate) (ANOVA; Rank-products, *p* < 0.05)**. The table includes the Affymetrix probes, the tomato accessions (ITAG2.4, Sol Genomics Network, https://solgenomics.net) and their annotations, Arabidopsis (TAIR, http://arabidopsis.org) or GeneBank accessions, the *p*-value, Gene Ontology and the log2-fold changes of the comparison between *B. cinerea* infected and mock-treated sample (B/M) grown in N-limiting conditions (2 mM nitrate).

Table S3 **Microarray expression data for genes that are either up- or down-regulated by the *B. cinerea* infection in comparison to mock-inoculated plants grown in N- sufficient conditions (6 mM nitrate) (ANOVA; Rank-products, *p* < 0.05)**. The table includes the Affymetrix probes, the tomato accessions (ITAG2.4, Sol Genomics Network, https://solgenomics.net) and their annotations, Arabidopsis (TAIR, http://arabidopsis.org) or GeneBank accessions, the *p*-value, Gene Ontology and the log2-fold changes of the comparison between *B. cinerea* infected and mock-treated sample (B/M) grown in N-sufficient conditions (6 mM nitrate).

Table S4 **Microarray expression data for genes that are either up- or down-regulated by the *B. cinerea* infection in comparison to mock-inoculated plants grown in N- sufficient conditions (12 mM nitrate) (ANOVA; Rank-products, *p* < 0.05)**. The table includes the Affymetrix probes, the tomato accessions (ITAG2.4, Sol Genomics Network, https://solgenomics.net) and their annotations, Arabidopsis (TAIR, http://arabidopsis.org) or GeneBank accessions, the *p*-value, Gene Ontology, and the log2-fold changes of the comparison between *B. cinerea* infected and mock-treated sample (B/M) grown in N-limiting sufficient (12 mM nitrate).

Table S5 **Candidate TF used for RT-qPCR analysis**. The table includes the Arabidopsis (TAIR, http://arabidopsis.org) and the tomato accessions (Sol Genomics Network, https://solgenomics.net), the gene names, the module in network analysis and changes in relative expression (log2) between infected and mock-treated samples in leaves and fruits (MG and RR) from plants grown under different N-conditions (2 mM, 4 mM, 6 mM, and 12 mM nitrate).

Table S6 **Primer sequences used for qPCR**.

Data Sheet S1 **Gene network in cytoscape**.

## References

[B1] AbuQamarS.ChaiM.-F.LuoH.SongF.MengisteT. (2008). Tomato protein kinase 1b mediates signaling of plant responses to necrotrophic fungi and insect herbivory. Plant Cell 20, 1964–1983. 10.1105/tpc.108.05947718599583PMC2518242

[B2] AbuQamarS.ChenX.DhawanR.BluhmB.SalmeronJ.LamS.. (2006). Expression profiling and mutant analysis reveals complex regulatory networks involved in Arabidopsis response to Botrytis infection. Plant J. 48, 28–44. 10.1111/j.1365-313X.2006.02849.x16925600

[B3] AlbaR.PaytonP.FeiZ.McQuinnR.DebbieP.MartinG. B.. (2005). Transcriptome and selected metabolite analyses reveal multiple points of ethylene control during tomato fruit development. Plant Cell 17, 2954–2965. 10.1105/tpc.105.03605316243903PMC1276022

[B4] AudenaertK.PatteryT.CornelisP.HöfteM. (2002). Induction of systemic resistance to *Botrytis cinerea* in tomato by Pseudomonas aeruginosa 7NSK2: role of salicylic acid, pyochelin, and pyocyanin. Mol. Plant Microbe Interact. 15, 1147–1156. 10.1094/MPMI.2002.15.11.114712423020

[B5] BalliniE.NguyenT. T.MorelJ.-B. (2013). Diversity and genetics of nitrogen-induced susceptibility to the blast fungus in rice and wheat. Rice 6:32. 10.1186/1939-8433-6-3224280346PMC4883689

[B6] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Statist. Soc B 10.1198/016214504000001907

[B7] BergerS.SinhaA. K.RoitschT. (2007). Plant physiology meets phytopathology: plant primary metabolism and plant-pathogen interactions. J. Exp. Bot. 58, 4019–4026. 10.1093/jxb/erm29818182420

[B8] Berrocal-LoboM.MolinaA.SolanoR. (2002). Constitutive expression of ETHYLENE-RESPONSE-FACTOR1 in Arabidopsis confers resistance to several necrotrophic fungi. Plant J. 29, 23–32. 10.1046/j.1365-313x.2002.01191.x12060224

[B9] Blanco-UlateB.VincentiE.PowellA. L. T.CantuD. (2013). Tomato transcriptome and mutant analyses suggest a role for plant stress hormones in the interaction between fruit and *Botrytis cinerea*. Front. Plant Sci. 4:142. 10.3389/fpls.2013.0014223717322PMC3653111

[B10] BoltonM. D. (2009). Primary metabolism and plant defense–fuel for the fire. Mol. Plant Microbe Interact. 22, 487–497. 10.1094/MPMI-22-5-048719348567

[B11] BoyleE. I.WengS.GollubJ.JinH.BotsteinD. (2004). GO:: TermFinder—open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics 20, 3710–3715. 10.1093/bioinformatics/bth45615297299PMC3037731

[B12] BreitlingR.ArmengaudP.AmtmannA.HerzykP. (2004). Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett. 573, 83–92. 10.1016/j.febslet.2004.07.05515327980

[B13] CaarlsL.PieterseC. M. J.Van WeesS. C. M. (2015). How salicylic acid takes transcriptional control over jasmonic acid signaling. Front. Plant Sci. 6:170. 10.3389/fpls.2015.0017025859250PMC4373269

[B14] CamañesG.PastorV.CerezoM.García-AndradeJ.VicedoB.García-AgustínP.. (2012). A deletion in NRT2.1 attenuates Pseudomonas syringae-induced hormonal perturbation, resulting in primed plant defenses. Plant Physiol. 158, 1054–1066. 10.1104/pp.111.18442422158760PMC3271742

[B15] CanessaP.SchumacherJ.HeviaM. A.TudzynskiP.LarrondoL. F. (2013). Assessing the effects of light on differentiation and virulence of the plant pathogen *Botrytis cinerea*: characterization of the White Collar Complex. PLoS ONE 8:e84223. 10.1371/journal.pone.008422324391918PMC3877267

[B16] CantuD.Blanco-UlateB.YangL.LabavitchJ. M.BennettA. B.PowellA. L. T. (2009). Ripening-regulated susceptibility of tomato fruit to *botrytis cinerea* requires NOR but not RIN or Ethylene. Plant Physiol. 150, 1434–1449. 10.1104/pp.109.13870119465579PMC2705034

[B17] CantuD.VicenteA. R.GreveL. C.DeweyF. M.BennettA. B.LabavitchJ. M.. (2008). The intersection between cell wall disassembly, ripening, and fruit susceptibility to *Botrytis cinerea*. Proc. Natl. Acad. Sci. U.S.A. 105, 859–864. 10.1073/pnas.070981310518199833PMC2242701

[B18] Castro MarínI.LoefI.BartetzkoL.SearleI.CouplandG.StittM.. (2010). Nitrate regulates floral induction in Arabidopsis, acting independently of light, gibberellin and autonomous pathways. Planta 233, 539–552. 10.1007/s00425-010-1316-521113723PMC3043248

[B19] CatinotJ.HuangJ. B.HuangP. Y. (2015). ETHYLENE RESPONSE FACTOR 96 positively regulates Arabidopsis resistance to necrotrophic pathogens by direct binding to GCC elements of jasmonate–and …. Plant. 10.1111/pce.1258326038230

[B20] DavidsonJ. A.PandeS.BretagT. W.LindbeckK. D.Krishna-KishoreG. (2007). Biology and management of botrytis spp. in legume crops, in Botrytis: Biology, Pathology and Control, eds EladY.WilliamsonB.TudzynskiP.DelenN. (Dordrecht: Springer), 295–318. 10.1007/978-1-4020-2626-3_16

[B21] DeanR.van KanJ. A. L.PretoriusZ. A.Hammond-KosackK. E.Di PietroA.SpanuP. D.. (2012). The Top 10 fungal pathogens in molecular plant pathology. Mol. Plant Pathol. 13, 414–430. 10.1111/J.1364-3703.2011.00783.X22471698PMC6638784

[B22] DechorgnatJ.PatritO.KrappA.FagardM.Daniel-VedeleF. (2012). Characterization of the Nrt2.6 gene in Arabidopsis thaliana: a link with plant response to biotic and abiotic stress. PLoS ONE 7:e42491. 10.1371/journal.pone.004249122880003PMC3413667

[B23] DekkersB. J. W.WillemsL.BasselG. W.van Bolderen-VeldkampR. P. M.LigterinkW.HilhorstH. W. M.. (2012). Identification of reference genes for RT-qPCR expression analysis in Arabidopsis and tomato seeds. Plant Cell Physiol. 53, 28–37. 10.1093/pcp/pcr11321852359

[B24] DíazJ.ten HaveA.van KanJ. A. (2002). The role of ethylene and wound signaling in resistance of tomato to *Botrytis cinerea*. Plant Physiol. 129, 1341–1351. 10.1104/pp.00145312114587PMC166527

[B25] DietrichR.Ploß. K.HeilM. (2004). Constitutive and induced resistance to pathogens in Arabidopsis thaliana depends on nitrogen supply. Plant Cell Environ. 27, 896–906. 10.1111/j.1365-3040.2004.01195.x

[B26] DordasC. (2008). Role of nutrients in controlling plant diseases in sustainable agriculture. A Rev. Agron. Sustain. Dev. 28, 33–46. 10.1051/agro:2007051

[B27] EdgarR.DomrachevM.LashA. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210. 10.1093/nar/30.1.20711752295PMC99122

[B28] EdwardsK.JohnstoneC.ThompsonC. (1991). A simple and rapid method for the preparation of plant genomic DNA for PCR analysis. Nucleic Acids Res. 19, 1349. 203095710.1093/nar/19.6.1349PMC333874

[B29] EisenM. B.SpellmanP. T.BrownP. O.BotsteinD. (1998). Cluster analysis and display of genome-wide expression patterns. Proc. Natl. Acad. Sci. U.S.A. 95, 14863–14868 984398110.1073/pnas.95.25.14863PMC24541

[B30] FagardM.LaunayA.ClémentG.CourtialJ.DellagiA.FarjadM.. (2014). Nitrogen metabolism meets phytopathology. J. Exp. Bot. 65, 5643–5656. 10.1093/jxb/eru32325080088

[B31] FarmerE. E.AlmérasE.KrishnamurthyV. (2003). Jasmonates and related oxylipins in plant responses to pathogenesis and herbivory. Curr. Opin. Plant Biol. 6, 372–378. 10.1016/S1369-5266(03)00045-112873533

[B32] FerrariS.PlotnikovaJ. M.De LorenzoG. (2003). Arabidopsis local resistance to *Botrytis cinerea* involves salicylic acid and camalexin and requires EDS4 and PAD2, but not SID2, EDS5 or PAD4. Plant J. 35, 193–205. 10.1046/j.1365-313X.2003.01794.x12848825

[B33] FuY.YiH.BaoJ.GongJ. (2015). LeNRT2.3 functions in nitrate acquisition and long-distance transport in tomato. FEBS Lett. 589, 1072–1079. 10.1016/j.febslet.2015.03.01625819437

[B34] GachonC.SaindrenanP. (2004). Real-time PCR monitoring of fungal development in Arabidopsis thaliana infected by Alternaria brassicicola and *Botrytis cinerea*. Plant Physiol. Biochem. 42, 367–371. 10.1016/j.plaphy.2004.04.00115191738

[B35] GautierL.CopeL.BolstadB. M.IrizarryR. A. (2004). affy—analysis of Affymetrix GeneChip data at the probe level. Bioinformatics 20, 307–315. 10.1093/bioinformatics/btg40514960456

[B36] GiovannoniJ. J. (2007). Fruit ripening mutants yield insights into ripening control. Curr. Opin. Plant Biol. 10, 283–289. 10.1016/j.pbi.2007.04.00817442612

[B37] GlazebrookJ. (2005). Contrasting mechanisms of defense against biotrophic and necrotrophic pathogens. Annu. Rev. Phytopathol. 43, 205–227. 10.1146/annurev.phyto.43.040204.13592316078883

[B38] GoodA. G.ShrawatA. K.MuenchD. G. (2004). Can less yield more? Is reducing nutrient input into the environment compatible with maintaining crop production? Trends Plant Sci. 9, 597–605. 10.1016/j.tplants.2004.10.00815564127

[B39] HeyS. J.ByrneE.HalfordN. G. (2010). The interface between metabolic and stress signalling. Ann. Bot. 105, 197–203. 10.1093/aob/mcp28520007158PMC2814758

[B40] HirelB.TétuT.LeaP. J.DuboisF. (2011). Improving nitrogen use efficiency in crops for sustainable agriculture. Sustainability 3, 1452–1485. 10.3390/su3091452

[B41] HofflandE.JegerM. J.van BeusichemM. L. (2000). Effect of nitrogen supply rate on disease resistance in tomato depends on the pathogen. Plant Soil 218, 239–247. 10.1023/A:1014960507981

[B42] HofflandE.van BeusichemM. L.JegerM. J. (1999). Nitrogen availability and susceptibility of tomato leaves to *Botrytis cinerea*. Plant Soil 210, 263–272. 10.1023/A:1004661913224

[B43] HwangI. S.AnS. H.HwangB. K. (2011). Pepper asparagine synthetase 1 (CaAS1) is required for plant nitrogen assimilation and defense responses to microbial pathogens. Plant J. 67, 749–762. 10.1111/j.1365-313X.2011.04622.x21535260

[B44] IrizarryR. A.HobbsB.CollinF.Beazer-BarclayY. D.AntonellisK. J.ScherfU.. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostat. 4, 249–264. 10.1093/biostatistics/4.2.24912925520

[B45] JonesP.BinnsD.ChangH.-Y.FraserM.LiW.McAnullaC.. (2014). InterProScan 5: genome-scale protein function classification. Bioinformatics 30, 1236–1240. 10.1093/bioinformatics/btu03124451626PMC3998142

[B46] KachrooP.ShanklinJ.ShahJ.WhittleE. J.KlessigD. F. (2001). A fatty acid desaturase modulates the activation of defense signaling pathways in plants. Proc. Natl. Acad. Sci. U.S.A. 98, 9448–9453. 10.1073/pnas.15125839811481500PMC55441

[B47] KangasjärviS.NeukermansJ.LiS.AroE.-M.NoctorG. (2012). Photosynthesis, photorespiration, and light signalling in defence responses. J. Exp. Bot. 63, 1619–1636. 10.1093/jxb/err40222282535

[B48] KliebensteinD. J.RoweH. C.DenbyK. J. (2005). Secondary metabolites influence Arabidopsis/Botrytis interactions: variation in host production and pathogen sensitivity. Plant J. 44, 25–36. 10.1111/j.1365-313X.2005.02508.x16167893

[B49] LambC.DixonR. A. (1997). The oxidative burst in plant disease resistance. Annu. Rev. Plant Physiol. Plant Mol. Biol. 48, 251–275. 10.1146/annurev.arplant.48.1.25115012264

[B50] LauG.HamerJ. E. (1996). Regulatory genes controlling MPG1 expression and pathogenicity in the rice blast fungus magnaporthe grisea. Plant Cell 8, 771–781. 10.1105/tpc.8.5.77112239399PMC161136

[B51] LecompteF.AbroM. A.NicotP. C. (2010). Contrasted responses of *Botrytis cinerea* isolates developing on tomato plants grown under different nitrogen nutrition regimes. Plant Pathol. 59, 891–899. 10.1111/j.1365-3059.2010.02320.x

[B52] LecompteF.AbroM. A.NicotP. C. (2013). Can plant sugars mediate the effect of nitrogen fertilization on lettuce susceptibility to two necrotrophic pathogens: *Botrytis cinerea* and Sclerotinia sclerotiorum? Plant Soil 369, 387–401. 10.1007/s11104-012-1577-9

[B53] LiC.HeX.LuoX.XuL.LiuL.MinL.. (2014). Cotton WRKY1 mediates the plant defense-to-development transition during infection of cotton by Verticillium dahliae by activating JASMONATE ZIM-DOMAIN1 expression. Plant Physiol. 166, 2179–2194. 10.1104/pp.114.24669425301887PMC4256851

[B54] LiJ.BraderG.PalvaE. T. (2004). The WRKY70 transcription factor: a node of convergence for jasmonate-mediated and salicylate-mediated signals in plant defense. Plant Cell 16, 319–331. 10.1105/tpc.01698014742872PMC341906

[B55] LiL.StoeckertC. J.Jr.RoosD. S. (2003). OrthoMCL: identification of ortholog groups for eukaryotic genomes. Genome Res. 13, 2178–2189. 10.1101/gr.122450312952885PMC403725

[B56] LinquistB. A.ByousE.JonesG.WilliamsJ. F.SixJ. (2008). Nitrogen and potassium fertility impacts on aggregate sheath spot disease and yields of rice. Plant Prod. Sci. 11, 260–267. 10.1626/pps.11.260

[B57] LiuG.JiY.BhuiyanN. H.PilotG.SelvarajG.ZouJ.. (2010). Amino acid homeostasis modulates salicylic acid-associated redox status and defense responses in Arabidopsis. Plant Cell 22, 3845–3863. 10.1105/tpc.110.07939221097712PMC3015111

[B58] LongD. H.LeeF. N.TeBeestD. O. (2007). Effect of nitrogen fertilization on disease progress of rice blast on susceptible and resistant cultivars. Plant Dis. 84, 403–409. 10.1094/PDIS.2000.84.4.40330841161

[B59] LorenzoO.PiquerasR.Sánchez-SerranoJ. J.SolanoR. (2003). ETHYLENE RESPONSE FACTOR1 integrates signals from ethylene and jasmonate pathways in plant defense. Plant Cell 15, 165–178. 10.1105/tpc.00746812509529PMC143489

[B60] LøvdalT.LilloC. (2009). Reference gene selection for quantitative real-time PCR normalization in tomato subjected to nitrogen, cold, and light stress. Anal. Biochem. 387, 238–242. 10.1016/j.ab.2009.01.02419454243

[B61] Masclaux-DaubresseC.Daniel-VedeleF. (2010). Nitrogen uptake, assimilation and remobilization in plants: challenges for sustainable and productive agriculture. Ann Bot. 105, 1141–1157. 10.1093/aob/mcq02820299346PMC2887065

[B62] MassadT. J.DyerL. A.VegaC. G. (2012). Costs of defense and a test of the carbon-nutrient balance and growth-differentiation balance hypotheses for two co-occurring classes of plant defense. PLoS ONE 7:e47554. 10.1371/journal.pone.004755423115654PMC3480385

[B63] MathioniS. M.Beló. A.RizzoC. J.DeanR. A.DonofrioN. M. (2011). Transcriptome profiling of the rice blast fungus during invasive plant infection and *in vitro* stresses. BMC Genomics 12:049. 10.1186/1471-2164-12-4921247492PMC3037901

[B64] McGrathK. C.DombrechtB.MannersJ. M.SchenkP. M.EdgarC. I.MacleanD. J.. (2005). Repressor- and activator-type ethylene response factors functioning in jasmonate signaling and disease resistance identified via a genome-wide screen of Arabidopsis transcription factor gene expression. Plant Physiol. 139, 949–959. 10.1104/pp.105.06854416183832PMC1256008

[B65] MorrisJ. H.ApeltsinL.NewmanA. M.BaumbachJ.WittkopT.SuG.. (2011). clusterMaker: a multi-algorithm clustering plugin for Cytoscape. BMC Bioinformatics 12:436. 10.1186/1471-2105-12-43622070249PMC3262844

[B66] NandiA.MoederW.KachrooP. (2005). Arabidopsis ssi2-conferred susceptibility to Botrytis cinerea is dependent on EDS5 and PAD4. Mol. Plant Pathol. 18, 363–370. 10.1094/MPMI-18-036315828688

[B67] von WirénN.LauterF. R.NinnemannO.GillissenB.Walch-LiuP.EngelsC.. (2000). Differential regulation of three functional ammonium transporter genes by nitrogen in root hairs and by light in leaves of tomato. Plant J. 21, 167–175. 10.1046/j.1365-313x.2000.00665.x10743657

[B68] ObayashiT.OkamuraY.ItoS.TadakaS.AokiY.ShirotaM.. (2014). ATTED-II in 2014: evaluation of gene coexpression in agriculturally important plants. Plant Cell Physiol. 55, e6(1–7). 10.1093/pcp/pct17824334350PMC3894708

[B69] OlesenJ. E.JørgensenL. N.PetersenJ.MortensenJ. V. (2003). Effects of rates and timing of nitrogen fertilizer on disease control by fungicides in winter wheat. 2. Crop growth and disease development. J. Agr. Sci. 140, 15–29. 10.1017/S0021859602002897

[B70] PageauK.Reisdorf-CrenM.Morot-GaudryJ.-F.Masclaux-DaubresseC. (2006). The two senescence-related markers, GS1 (cytosolic glutamine synthetase) and GDH (glutamate dehydrogenase), involved in nitrogen mobilization, are differentially regulated during pathogen attack and by stress hormones and reactive oxygen species in Nicotiana tabacum L. leaves. J. Exp. Bot. 57, 547–557. 10.1093/jxb/erj03516377736

[B71] PanX.ZhuB.LuoY.FuD. (2013). Unraveling the protein network of tomato fruit in response to necrotrophic phytopathogenic Rhizopus nigricans. PLoS ONE 8:e73034. 10.1371/journal.pone.007303424023804PMC3759434

[B72] PieterseC. M. J.Leon-ReyesA.Van der EntS.Van WeesS. C. M. (2009). Networking by small-molecule hormones in plant immunity. Nat Chem Biol. 5, 308–316. 10.1038/nchembio.16419377457

[B73] PoultneyC. S.GutiérrezR. A.KatariM. S.GiffordM. L.PaleyW. B.CoruzziG. M.. (2007). Sungear: interactive visualization and functional analysis of genomic datasets. Bioinformatics 23, 259–261. 10.1093/bioinformatics/btl49617018536

[B74] PusztahelyiT.HolbI. J.PócsiI. (2015). Secondary metabolites in fungus-plant interactions. Front. Plant Sci. 6:573. 10.3389/fpls.2015.0057326300892PMC4527079

[B75] ReidK. E.OlssonN.SchlosserJ.PengF. (2006). An optimized grapevine RNA isolation procedure and statistical determination of reference genes for real-time RT-PCR during berry development. BMC Plant Biol. 6:27. 10.1186/1471-2229-6-2717105665PMC1654153

[B76] RizhskyL.DavletovaS.LiangH.MittlerR. (2004). The zinc finger protein Zat12 is required for cytosolic ascorbate peroxidase 1 expression during oxidative stress in Arabidopsis. J. Biol. Chem. 279, 11736–11743. 10.1074/jbc.M31335020014722088

[B77] RojasC. M.Senthil-KumarM.TzinV.MysoreK. S. (2014). Regulation of primary plant metabolism during plant-pathogen interactions and its contribution to plant defense. Front. Plant Sci. 5:17. 10.3389/fpls.2014.0001724575102PMC3919437

[B78] ScalschiL.SanmartínM.CamañesG.TronchoP.Sánchez-SerranoJ. J.García-AgustínP.. (2015). Silencing of OPR3 in tomato reveals the role of OPDA in callose deposition during the activation of defense responses against Botrytis cinerea. Plant J. 81, 304–315. 10.1111/tpj.1272825407262

[B79] SchneiderC. A.RasbandW. S.EliceiriK. W. (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods 9, 671–675. 10.1038/nmeth.208922930834PMC5554542

[B80] SeifiH.De VleesschauwerD.AzizA.HöfteM. (2014). Modulating plant primary amino acid metabolism as a necrotrophic virulence strategy: the immune-regulatory role of asparagine synthetase in Botrytis cinerea-tomato interaction. Plant Signal. Behav. 9:e27995. 10.4161/psb.2799524521937PMC4091234

[B81] SeifiH. S.CurversK.De VleesschauwerD.DelaereI.AzizA.HöfteM. (2013). Concurrent overactivation of the cytosolic glutamine synthetase and the GABA shunt in the ABA-deficient sitiens mutant of tomato leads to resistance against Botrytis cinerea. New Phytol. 199, 490–504. 10.1111/nph.1228323627463

[B82] ShannonP.MarkielA.OzierO.BaligaN. S.WangJ. T.RamageD.. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 13, 2498–2504. 10.1101/gr.123930314597658PMC403769

[B83] SmithJ. E.MengeshaB.TangH.MengisteT.BluhmB. H. (2014). Resistance to Botrytis cinerea in Solanum lycopersicoides involves widespread transcriptional reprogramming. BMC Genomics 15:334. 10.1186/1471-2164-15-33424885798PMC4035065

[B84] SnoeijersS. S.Pérez-GarcíaA.JoostenM. H. A. J.De WitP. J. G. M. (2000). The effect of nitrogen on disease development and gene expression in bacterial and fungal plant pathogens. Eur. J. Plant Pathol. 106, 493–506. 10.1023/A:1008720704105

[B85] SuG.KuchinskyA.MorrisJ. H.StatesD. J.MengF. (2010). GLay: community structure analysis of biological networks. Bioinformatics 26, 3135–3137. 10.1093/bioinformatics/btq59621123224PMC2995124

[B86] ThimmO.BläsingO.GibonY.NagelA.MeyerS.KrügerP.. (2004). mapman: a user−driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant J. 37, 914–939. 10.1111/j.1365-313X.2004.02016.x/pdf14996223

[B87] ThommaB. P.PenninckxI. A.CammueB. P.BroekaertW. F. (2001). The complexity of disease signaling in Arabidopsis. Curr Opin Immunol. 13, 63–68. 10.1016/S0952-7915(00)00183-711154919

[B88] TorresM. A.JonesJ. D. G.DanglJ. L. (2006). Reactive oxygen species signaling in response to pathogens. Plant Physiol. 141, 373–378. 10.1104/pp.106.07946716760490PMC1475467

[B89] VanackerH.SandalioL.JiménezA.PalmaJ. M.CorpasF. J.MeseguerV.. (2006). Roles for redox regulation in leaf senescence of pea plants grown on different sources of nitrogen nutrition. J. Exp. Bot. 57, 1735–1745. 10.1093/jxb/erl01216760420

[B90] Van BaarlenP.StaatsM.Van KanJ. A. (2004). Induction of programmed cell death in lily by the fungal pathogen Botrytis elliptica. Mol. Plant Pathol. 5, 559–574. 10.1111/J.1364-3703.2004.00253.X20565630

[B91] Van der DoesD.Leon-ReyesA.KoornneefA.Van VerkM. C.RodenburgN.PauwelsL.. (2013). Salicylic acid suppresses jasmonic acid signaling downstream of SCFCOI1-JAZ by targeting GCC promoter motifs via transcription factor ORA59. Plant Cell 25, 744–761. 10.1105/tpc.112.10854823435661PMC3608790

[B92] VidalE. A.ArausV.LuC.ParryG.GreenP. J.CoruzziG. M.. (2010). Nitrate-responsive miR393/AFB3 regulatory module controls root system architecture in Arabidopsis thaliana. Proc. Natl. Acad. Sci. U.S.A. 107, 4477–4482. 10.1073/pnas.090957110720142497PMC2840086

[B93] VidalE. A.MoyanoT. C.CanalesJ.GutiérrezR. A. (2014). Nitrogen control of developmental phase transitions in Arabidopsis thaliana. J. Exp. Bot. 65, 5611–5618. 10.1093/jxb/eru32625129132

[B94] VlotA. C.DempseyD. A.KlessigD. F. (2009). Salicylic Acid, a multifaceted hormone to combat disease. Annu. Rev. Phytopathol. 47, 177–206. 10.1146/annurev.phyto.050908.13520219400653

[B95] WaltersD.HeilM. (2007). Costs and trade-offs associated with induced resistance. Physiol. Mol. Plant P. 71, 3–17. 10.1016/j.pmpp.2007.09.008

[B96] WaltersD. R.BinghamI. J. (2007). Influence of nutrition on disease development caused by fungal pathogens: implications for plant disease control. Ann. Appl. Biol. 151, 307–324. 10.1111/j.1744-7348.2007.00176.x

[B97] WangR.OkamotoM.XingX.CrawfordN. M. (2003). Microarray analysis of the nitrate response in Arabidopsis roots and shoots reveals over 1,000 rapidly responding genes and new linkages to glucose, trehalose-6-phosphate, iron, and sulfate metabolism. Plant Physiol. 132, 556–567. 10.1104/pp.103.02125312805587PMC166997

[B98] WangR.TischnerR.GutiérrezR. A.HoffmanM.XingX.ChenM.. (2004). Genomic analysis of the nitrate response using a nitrate reductase-null mutant of Arabidopsis. Plant Physiol. 136, 2512–2522. 10.1104/pp.104.04461015333754PMC523318

[B99] WangY. H.GarvinD. F.KochianL. V. (2001). Nitrate-induced genes in tomato roots. Array analysis reveals novel genes that may play a role in nitrogen nutrition. Plant Physiol. 127, 345–359. 10.1104/pp.127.1.34511553762PMC117990

[B100] WardJ. L.ForcatS.BeckmannM.BennettM.MillerS. J.BakerJ. M.. (2010). The metabolic transition during disease following infection of Arabidopsis thaliana by Pseudomonas syringae pv. tomato. Plant J. 63, 443–457. 10.1111/j.1365-313X.2010.04254.x20497374

[B101] WeirauchM. T.YangA.AlbuM.CoteA. G.Montenegro-MonteroA.DreweP.. (2014). Determination and inference of eukaryotic transcription factor sequence specificity. Cell 158, 1431–1443. 10.1016/j.cell.2014.08.00925215497PMC4163041

[B102] WindramO.MadhouP.McHattieS.HillC.HickmanR.CookeE.. (2012). Arabidopsis defense against Botrytis cinerea: chronology and regulation deciphered by high-resolution temporal transcriptomic analysis. Plant Cell 24, 3530–3557. 10.1105/tpc.112.10204623023172PMC3480286

[B103] WindramO.PenfoldC. A.DenbyK. J. (2014). Network modeling to understand plant immunity. Annu. Rev. Phytopathol. 52, 93–111. 10.1146/annurev-phyto-102313-05010324821185

[B104] ZhangG.-B.YiH.-Y.GongJ.-M. (2014). The Arabidopsis ethylene/jasmonic acid-NRT signaling module coordinates nitrate reallocation and the trade-off between growth and environmental adaptation. Plant Cell 26, 3984–3998. 10.1105/tpc.114.12929625326291PMC4247569

[B105] ZhangH.RongH.PilbeamD. (2007). Signalling mechanisms underlying the morphological responses of the root system to nitrogen in Arabidopsis thaliana. J. Exp. Bot. 58, 2329–2338. 10.1093/jxb/erm11417578866

How the deposited data were processed for this re-analysis (not part of the article)

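Leaves of tomato plants grown on 2, 6 or 12 mM nitrate were measured 3 days after mock treatment or infection with B. cinerea. Each of the 6 groups held 3 arrays, and each array was hybridised with RNA from a pool of 12 leaves, for 18 arrays in all. The authors made the log2 values with RMA, which corrects the background, applies quantile normalization across the arrays and summarises the probes of each probe set, and the values were used as deposited. The arrays carry 10209 probe sets. The 108 control probe sets were left out of every test, and 10101 were tested. The group of each array was taken from its label, and the replicate numbers were not treated as pairs.

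A mean for each group was fitted to each probe set with limma 3.58.1 in R 4.3.3, with moderated variances on 12 residual degrees of freedom. The N/B interaction, the nitrogen effect and the B. cinerea effect were called at an adjusted p under 0.01, and every other contrast at an adjusted p under 0.05, by the Benjamini-Hochberg procedure. Errors given as SE are the moderated standard errors of the contrast, and errors given after ± are SD over the arrays of a group. Rank products were computed for the 9 infected and mock pairs of each nitrate level over the probe sets with an N/B interaction. Their percentage of false positives came from 1000 permutations and was called under 0.05. The RankProd package was not available, so the method was written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Principal components and Euclidean distances were computed on values centred and scaled to unit variance for each probe set.

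The procedure was tested on simulated data with 100 changed probe sets of each size. The noise was independent, with 1 spread per probe set for all groups. The real groups differ in spread and many more probe sets were called in them, so the rates below may not hold there. For infection at 2 mM limma recovered 62% of changes of 1 log2 unit and 90% of changes of 2, with 12 false calls. For the N/B interaction it recovered 10% and 61%, with 0 false calls. Rank products over 2000 simulated probe sets recovered 3% and 91%, with 4 false calls. Background levels and detection calls were not used here, and dim probe sets were handled by an alternative that leaves out the 25% with the lowest mean and keeps 7575.

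The annotation given with the arrays names 909 of the 10101 probe sets with 1 gene symbol and 9192 with none. Of the symbols, 166 are only a locus number, and 885 probe sets were matched to RefSeq by gene number. Tables S1 to S4 name 2004 probe sets, chosen by the study on these samples. Probe-set identifiers are printed with _ where the array's own identifiers have points. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, over 25 lists and 10 contrasts. Of these lists, 22 were written by gene symbol after the annotation had been seen and before any test, and 3 were name patterns fixed before the data were examined. Lists by name pattern on Tables S1 to S4 were only counted, since they are not independent evidence.

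The genes named in the text follow a rule set in advance, after the paper's tables had been read. It allows the probe sets of Table 1 and Table S5 and the genes the paper names. For infection at each nitrate level and for mock leaves it adds the 10 highest and 10 lowest changes with a gene symbol and no overlap between groups, a condition that chance meets for 10% of probe sets. It also adds the 20 smallest adjusted p of the N/B interaction with a gene symbol, and up to 4 called members of each list. Outside this rule, and after their values had been seen, the text names FESOD, ARG2 (Les_3299_1_S1_at), Eli3, VDE, rnalx, Les_4594_1_S1_at, LesAffx_37714_1_A1_at, LesAffx_69872_1_S1_at, LesAffx_65124_1_S1_at, LesAffx_65143_1_A1_at and LesAffx_18338_1_S1_at. FESOD (Les_4233_2_A1_at), ARG2 (Les_3299_2_A1_s_at), Eli3 (Les_3741_1_S1_at) and VDE (Les_3958_1_S1_at) also have another probe set, whose values the text does not give. The same holds for DHAR1 (Les_1925_2_S1_at), ACO6 (Les_3225_3_S1_at) and ca2 (Les_4428_1_S1_at and Les_4428_2_S1_at), which the rule allows. What the text says of these genes rests on the probe set printed with each.

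Alternatives for the normalization, the filter, the variance model, the threshold, the test, the replicate block and each array left out were planned. Cyclic loess, the hybridisation controls as a covariate, the removal of both deviating arrays and nitrate as an ordered number were added after the values had been seen. The splits of the same arrays into other groups numbered 100 where more were possible and 10 for 3 arrays against 3. Susceptibility data, fruit data and the network were not analysed here, and RT-qPCR values were used only as Table S5 lists them for leaves.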

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

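Every test of an explanation in this part was chosen after the result had been seen, while the counts over other splits of the arrays were chosen before.

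The infection response differed between nitrate levels, by a test of the difference itself. By limma 630 probe sets differed between 2 and 6 mM nitrate, 257 with the higher and 373 with the lower response at 2 mM. Between 12 and 6 mM 247 differed, 81 higher and 166 lower at 12 mM, and between 2 and 12 mM 2682 differed, 1158 higher and 1524 lower at 2 mM. Counting the real grouping, 2, 1 and 2 of 100 splits of the same arrays gave a count as large. The highest of the other splits reached 1645, 240 and 3938, which points to a structure of the samples. The splits therefore do not exclude chance for these 3 counts. They argue against chance for the nitrogen effect (2042, highest other 53) and the B. cinerea effect (4659, highest other 0). For the N/B interaction the count was 569 (highest other 75). That test joins the response differences of 2 and 12 mM against 6 mM, so its splits do not settle chance where those of the differences leave it open.

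Single arrays moved these counts. Between 2 and 6 mM the count was 2231 without infected 2 mM replicate 3, and 338, 400 and 226 without infected 6 mM replicates 1, 2 and 3. It was 373 without infected 12 mM replicate 3, 217, 181 and 253 without mock 2 mM replicates 1, 2 and 3, and 143 and 173 without mock 6 mM replicates 1 and 2. Between 2 and 12 mM it was 4244 without infected 2 mM replicate 3 and 1777 without infected 12 mM replicate 1. Between 12 and 6 mM it was 765 and 419 without infected 2 mM replicates 1 and 3, 78 and 142 without infected 6 mM replicates 2 and 3, and 114, 131 and 88 without infected 12 mM replicates 1, 2 and 3. It was 149, 142 and 153 without mock 2 mM replicates 1, 2 and 3, 81 and 105 without mock 6 mM replicates 1 and 2, and 127, 105 and 770 without mock 12 mM replicates 1, 2 and 3.

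For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. The count was 5792 at 2 mM (highest other 0), 4045 at 6 mM (highest other 0) and 1840 at 12 mM (highest other 14) for infection. For nitrate it was 966 (highest other 0) between mock leaves at 2 and 6 mM, 17 (highest other 861) between mock leaves at 12 and 6 mM, 1746 (highest other 214) between infected leaves at 2 and 6 mM, and 1075 (highest other 6) between infected leaves at 12 and 6 mM. By rank products it was 44 (highest other 2), 46 (highest other 6) and 35 (highest other 10) at 2, 6 and 12 mM. Without single arrays the count between infected leaves at 2 and 6 mM was 1065 and 3628 (infected 2 mM replicates 1 and 3) and 418 and 646 (infected 6 mM replicates 1 and 3). Between infected leaves at 12 and 6 mM it was 1878 (infected 2 mM replicate 1), 343 and 583 (infected 6 mM replicates 2 and 3) and 666, 593 and 520 (infected 12 mM replicates 1, 2 and 3). The split that calls 861 probe sets between mock leaves at 12 and 6 mM points to a structure of the samples.

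On infected arrays at 2 mM nitrate, in control probe sets that the paper does not report on, the bioB hybridisation controls were higher by 3.05 and the 25S rRNA control probe set by 4.39 on the log2 scale. Less mRNA of any organism in the labelled RNA stays open, since the poly-A spikes, added to the total RNA, rose by 0.12 more than bioB, but bioC, bioD and cre, at higher levels where signal may be compressed, rose less than bioB, by 2.60, 1.83 and 0.67. Degraded RNA cannot be told apart, since the difference between 3' and 5' control probe sets was larger on every infected array at 2 mM for 2 of 4 control genes and overlapped for actin and GAPDH. Fungal RNA on conserved probe sets stays open too, since the largest change among the actin, EF1a and GAPDH 3' probe sets was -0.0874, but their high level on mock arrays would hide a small share. The ubiquitin 3' probe set, left out of that test, was higher on every infected array, by 1.97 at 2 mM and 0.78 at 6 mM. At 12 mM it had -0.03. Less labelled tomato target on these arrays, through dead tissue or fungal RNA, may account for the rise of the hybridisation controls and was not tested apart from these explanations.

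The number of probe sets with an N/B interaction was set against 3 technical explanations. A narrow distribution of infected 2 mM replicate 1 is argued against as the whole cause, since 842 probe sets had an interaction without that array, 521 of them among the 569, and so is a compression that follows the level of the probe set, since 430 had one after cyclic loess, 323 of them among the 569, but either may account for calls that ended. The amount of target on the array, as tracked by the hybridisation controls, cannot be told apart from the nitrate levels, because the controls rose most at 2 mM. With the controls as a covariate 14 probe sets had an interaction, and the median size of the response difference went from 0.96 to 0.69 between 2 and 6 mM and from 1.50 to 0.95 between 2 and 12 mM while its standard error grew by 1.12 and 1.6 times, so both ended calls. A nitrate-dependent response and an array-dependent signal may both contribute.

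Few probe sets, 17, differed between mock leaves at 12 and 6 mM nitrate. A swap of mock 12 mM replicate 3 with an array of another group could not be decided. Of the arrays of other groups, 0 lay nearer to the mock 12 mM group than to their own, but that group's mean held replicate 3 itself. Mock 6 mM replicate 3 lay at 0.447 from its own group and at 0.494 from the mock 12 mM group. A different split of the mock 12 and 6 mM arrays called 861 probe sets. A deviation of this array from its group would explain the count, which was 1016 without it. The count was 13, 1 and 2 without mock 6 mM replicates 1, 2 and 3, 3 and 2 without mock 12 mM replicates 1 and 2, 143 and 47 without infected 2 mM replicates 1 and 3, and 10 and 11 without mock 2 mM replicates 2 and 3. A swap, a single wrong label or an unusual pool of leaves may underlie the deviation, and all of these stay open.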

How the results depend on the processing

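The alternatives with cyclic loess, the hybridisation controls as a covariate, both deviating arrays left out and nitrate as an ordered number were chosen after the results had been seen. The number of arrays, 3 per group, limits the precision of every count, and the deposited values carry no background level for each probe set. Dim control probe sets also differed. The trp controls, at 0.49 on mock arrays at 2 mM, were higher on infected arrays by 0.85 at 2 mM, 0.30 at 6 mM and 0.02 at 12 mM. At 2 mM the Tag control probe sets were higher by 0.08 (TagA) to 1.91 (TagH). Dim probe sets may therefore read higher on infected 2 mM arrays, which was not tested apart from expression. The calls were most stable for the B. cinerea effect over all nitrate levels, which stayed within 1.5 times its count of 4659 under every alternative except the covariate, where it was 293. Where a change below has no stated cause, the cause was not tested.

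With array quality weights the counts were 5672 for the N/B interaction, 6351 for the nitrogen effect, 2799 higher for infection at 6 mM, and 2578 higher and 2637 lower at 12 mM. The response differences were 4355 (2 against 6 mM), 3759 (12 against 6 mM) and 6345 (2 against 12 mM), and the nitrate effects 4890 and 4355 in mock leaves and 4233 and 3766 in infected leaves, at 2 and 12 against 6 mM. The log2 change of JAZ1 (Les_2572_2_S1_a_at) at 12 mM turned to -0.63, and those between mock leaves at 12 and 6 mM to 0.99 for LesAffx_51298_1_S1_at, 1.29 for P69B and 2.099 for DES. Without both infected 2 mM replicate 1 and mock 12 mM replicate 3 the counts were 1722 (N/B), 3470 (nitrogen), 1627 higher and 1535 lower (infection at 12 mM), 1207 and 1831 (response at 2 and at 12 against 6 mM), 2286 and 2047 (mock leaves at 2 and at 12 against 6 mM) and 2581 (infected leaves at 12 against 6 mM).

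With the hybridisation controls as a covariate the counts were 14 (N/B), 909 (nitrogen), 36 higher and 25 lower (infection at 2 mM), 1257 lower (infection at 6 mM), 61, 51 and 24 (response differences of 2 and 6, 12 and 6, and 2 and 12 mM), 35 (mock leaves at 12 against 6 mM) and 28 (infected leaves at 2 against 6 mM). The covariate rises with infection, most at 2 mM, so it takes up part of the infection effect by its construction. With each array centred on its median the counts were 4289 higher and 1926 lower for infection at 2 mM and 2713 for infected leaves at 2 against 6 mM. With quantile normalization applied again they were 409 for the response difference of 2 and 6 mM and 1044 for infected leaves at 2 against 6 mM. After cyclic loess they were 27 for mock leaves at 12 against 6 mM, 1158 for infected leaves at 2 against 6 mM and 20 list tests by camera, and the log2 change at 2 mM turned to -0.0181 for ERF5 (LesAffx_51274_1_A1_at) and to -0.18 for ERF13 (LesAffx_64946_1_S1_at), whose difference between 2 and 12 mM turned to -0.0688.

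Without the 25% of probe sets with the lowest mean, 7575 were left to test. The counts were then 1388 higher for infection at 2 mM, 41 for mock leaves at 12 against 6 mM, 1058 for infected leaves at 2 against 6 mM and 18 list tests by camera. PC1 took 45.79%, and the covariances of low nitrate with infection were 0.50 at 12 mM and 0.65 at 6 mM. The fall from 2719 to 1388 exceeds the share of probe sets left out, so many calls higher at 2 mM lay among dim probe sets. Fits of the 6 arrays of a level alone gave 1596 higher at 2 mM. A plain test on these arrays, with fewer degrees of freedom, gave 1291 higher and 1447 lower at 2 mM and 322 and 202 at 12 mM. With at least a 2-fold change the calls were 1327 higher and 1788 lower, 1074 and 1301, and 551 and 540 at 2, 6 and 12 mM. Among N/B probe sets alone, which are fewer, they were 260 and 248, 271 and 165, and 185 and 52. The N/B count was 2144 at an adjusted p under 0.05, 2087 at an unadjusted p under 0.01, and 2143, 1902 and 2305 at an unadjusted p under 0.01 with nitrate coded 1, 2, 3, as mM and as log2 mM.

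By rank products at an unadjusted p under 0.05 the calls were 78 up and 72 down, 76 and 74, and 75 and 62 at 2, 6 and 12 mM. Over all probe sets and then the N/B probe sets they were 97 up at 2 mM, 96 up at 6 mM, and 43 up and 10 down at 12 mM, with 0.0% of the calls down at all 3 levels. Over the N/B probe sets of nitrate coded 1, 2, 3 they were 70 up and 61 down, 85 and 67, and 58 and 45, with 17.89% up and 7.895% down at all 3 levels. By limma these shares were 16.03% and 15.48%. Without scaling PC1 took 61.31% and PC2 12.54%. Mock leaves at 2 mM were then farther from the 3 infected groups, with 2 mM counted in, than from mock leaves at 6 and 12 mM. The mean distances differed by 16.19 over all probe sets and 15.21 in the plane of PC1 and PC2. Over N/B probe sets these were 7.925 and 7.256. The Spearman correlations of low nitrate with infection were 0.71 at 12 mM and 0.41 at 6 mM. The estimated correlation left 0 of 36 list tests called by camera, where fry called 91.

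Leaving out 1 array in turn the counts ran from 172 to 1800 (N/B), 4159 to 5173 (B. cinerea effect) and 1495 to 2760 (nitrogen effect). For infection they ran from 2174 to 2962 higher and 2648 to 3253 lower at 2 mM, 1417 to 2207 and 1800 to 2769 at 6 mM, and 624 to 1266 and 491 to 1246 at 12 mM. The response differences ran from 143 to 2231 (2 against 6 mM), 78 to 770 (12 against 6 mM) and 1777 to 4244 (2 against 12 mM). The nitrate effects ran from 335 to 1594 and 1 to 1016 in mock leaves, and 418 to 3628 and 343 to 1878 in infected leaves, at 2 and 12 against 6 mM. Rank products called 8 to 13 up and 9 to 15 down at 2 mM, 13 to 16 and 11 to 16 at 6 mM, and 11 to 13 and 12 to 14 at 12 mM. PC1 took 42.53% to 45.2% and PC2 13.48% to 17.72%. The mean distance of mock leaves at 2 mM to all 3 infected groups, less that to mock groups, ran from 16.78 to 29.32. In the plane of PC1 and PC2 it ran from 16.62 to 33.0. The correlations of low nitrate with infection ran from 0.64 to 0.76 at 12 mM and 0.47 to 0.54 at 6 mM, and the covariances from 0.34 to 0.44 and 0.45 to 0.55. Camera called 25 to 48 list tests, and that of pathogenesis-related proteins between mock leaves at 12 and 6 mM reversed without mock 6 mM replicate 3 (adjusted p = 0.00611).

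With the replicate number as a block, 436 of the 569 probe sets kept an N/B interaction. Of 250 list tests under other alternatives, 1317 of 1480 values kept their direction and side of the threshold, 84 were no longer called, 79 were newly called and 0 reversed. With 1 array left out 4372 of 4500 did, 68 and 59 changed side and 1 reversed. Of 912 contrasts of named probe sets, 7041 of 7574 values kept both under other alternatives, 117 were no longer called, 409 were newly called and 7 reversed. With 1 array left out 15626 of 16416 did, 229 were newly called and the others were no longer called.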

Differences from the paper's values

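The setting with nitrate coded as 1, 2, 3, and those with nitrate as a concentration and with both deviating arrays left out, were chosen after the values had been seen.

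The paper gives 2110 genes with an N/B interaction at an adjusted p under 0.01, and 569 probe sets passed at that threshold here. Of the alternatives set before the data were examined, an adjusted p under 0.05 (2144), an unadjusted p under 0.01 (2087) and the fit without infected 2 mM replicate 3 (1800) fall within 1.5 times the paper's value, and leave 496, 526 and 855 of the 1997 probe sets in the copy of Table S1 uncalled. Median centring (602), repeated quantile normalization (464), the filter on dim probe sets (591), the intensity trend (647), array weights (5672), the replicate block, the plain two-way ANOVA (527) and the fits without each other array (172 to 1025) do not. Chosen after seeing the values, an unadjusted p under 0.01 with nitrate coded as 1, 2, 3 gave 2143 and drops 0 of the 1997 probe sets in the copy of Table S1, which holds fewer than the paper's count. With nitrate in mM or log2 mM, also chosen after seeing the values, it gave 1902 and 2305 and drops 284 and 118. The fit without both deviating arrays, chosen likewise, gave 1722 and drops 1023.

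For infection by rank products the paper gives 132, 151 and 103 genes at 2, 6 and 12 mM nitrate, of which its Tables S2 to S4 hold 70, 84 and 58 up and 62, 67 and 45 down. Here 44, 46 and 35 were called, 23, 24 and 16 up and 21, 22 and 19 down. The paper writes p < 0.05 in the methods and adjusted p < 0.05 in the legend, and the calls here rest on a percentage of false positives under 0.05. An unadjusted p under 0.05, set before the data were examined, falls within 1.5 times the paper's counts at every level, with 150, 150 and 137 calls. Rank products over all probe sets, then restricted to N/B probe sets, do so for the totals at 2 and 6 mM (111 and 115) and for the calls up (97, 96 and 43), but not for the total at 12 mM (53) or the calls down (14, 19 and 10). The N/B probe sets of the plain ANOVA (44, 42 and 37), the 3 pairs of the same number (35, 43 and 30) and the fits without 1 array (21 to 30) do not. Chosen after seeing the values, the N/B probe sets of nitrate coded 1, 2, 3 gave 70 up and 61 down, 85 and 67, and 58 and 45. That setting drops 1 of the 132 genes the paper calls at 2 mM, 0 of 151 at 6 mM and 0 of 103 at 12 mM.

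Common to all nitrate levels were 22 of 123 up-regulated genes, or 18%, in the paper, and 4 of 41, or 9.76%, here. Of the alternatives set before the data were examined, limma calls give a share within 1.5 times the paper's (16.0%) but not its counts (555 of 3463). Rank products over all probe sets, then restricted, give its counts (16 of 140) but not its share (11.4%). The N/B probe sets of nitrate coded 1, 2, 3, chosen after seeing the values, gave 17.9%, and their dropped genes are given with the calls.

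The paper gives a Spearman coefficient of at least 0.97 for replicate arrays, and the lowest here was 0.869, without control probe sets. For the reference gene the paper gives a CV of 2%. PP2AC1 had 5.59% and PP2Ac2 3.40% on the log2 scale, and neither could be paired with the locus the paper gives for its reference gene from the annotation used here. No alternative was set for these values.

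In Table 1, 57 of 69 log2 fold changes lay within 0.06 of the values here, and the largest difference was 3.02. Signs differ for LesAffx_22491_2_A1_at at 2 mM (the paper's 0.4, here -0.35), OPR3 (Les_22_1_S1_at) at 6 mM (the paper's 0.4, here -0.41), Les_1925_1_A1_at at 6 mM (the paper's 0.7, here -2.32) and at 12 mM (the paper's 0.7, here -0.72), and Les_3465_1_S1_at at 2 mM (the paper's 0.6, here -0.60). The paper's own Table S1 lists negative values for these, equal to those here to within 5e-06. No alternative was set for these values.

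Other statements differ in direction or rank. Those on EIN3, JAZ1, NAC-like, WRKY15 and the group of WRKY70 rest on RT-qPCR in the paper, and the values here on arrays. The paper has the EIN3 family gene EIL1 (Les_3472_1_S1_at) induced by infection, and on the arrays it had -1.09 (adjusted p = 0.00016 from limma, all 3 infected arrays below all 3 mock arrays) at 2 mM and -0.62 at 6 mM, while ERF5 and ERF13, named beside it, were higher at 2 mM, but had -0.0181 and -0.183 after cyclic loess. Table S5 lists for EIL1 at 2 mM a value of the same size with the opposite sign. It has JAZ1 induced at all nitrate levels, and the array value at 12 mM was 0.00 while it rose at 2 and 6 mM. It has the putative WRKY70 gene (LesAffx_43341_1_S1_at) as the most repressed gene under low nitrate and groups it with genes induced under sufficient nitrate. Here it also fell at 6 mM (-1.74, adjusted p = 0.0351 from limma, all 3 infected arrays below all 3 mock arrays). It was the lowest of the 18 genes of Table S5 at 2 mM on the arrays (-2.94), as in the paper's leaf values, while over all probe sets others such as XTH1 (-5.36) were lower. It groups NAC-like (Les_2569_1_S1_at) and WRKY15 (WRKYIId-4) with genes repressed in leaves at limiting nitrate, and on the arrays they were higher at 2 mM by 1.18 and 0.82. The paper has mock leaves at 2 mM clustering more closely with infected leaves. Their mean distance to the 3 infected groups exceeded that to the other mock groups by 21.4, with infected leaves at 2 mM, the farthest (186), counted in. At 12 mM infected leaves, the nearest group (91.7), were nearer than mock leaves (127), and at 6 mM farther (121 against 95.4). Whether this differs from the paper, which names 6 and 12 mM, depends on counting infected leaves at 2 mM. Mock leaves at 2 mM also lay nearer to the infected arrays (133) than the other mock leaves did (159). Table 1 names Les_3673_1_S1_at a cytochrome P450, where the annotation of the array gives a beta-1,3-glucanase. The legend of Fig. 3A gives the nitrate level of each dot and no replicate number. Its dots were therefore not matched with single arrays here, where infected 2 mM replicate 1 had the highest PC1 score, 168.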

Other observations

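The test of the 12 and 6 mM responses over the probe sets called at 12 mM and the test of the p-values of Table S1 were chosen after the results had been seen, and the correlation over those called at 6 mM before.

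A chaperone gene and a ribosomal protein gene changed in opposite directions at low nitrate. HSP17.4 (Les_3578_1_S1_at), a cytosolic chaperone, rose by 4.98 (SE 0.38, adjusted p = 3.05e-07 from limma, all 3 infected arrays above all 3 mock arrays) at 2 mM and by 2.39 at 6 mM, with 0.37 at 12 mM, on the log2 scale. RPL3 (Les_391_1_S1_s_at), a protein of the large ribosomal subunit, had -1.06, -0.70 and 0.05. TAS14, the dehydrin that had -7.01 in mock leaves at 2 mM against 6 mM, rose by 6.43 with infection at 2 mM, with -0.05 at 6 mM and 0.98 at 12 mM. IAA17 (Les_3702_1_A1_at), a repressor of auxin responses, had -2.85, -3.44 and -2.53, and CYCD3 (Les_3520_1_S1_at), a cyclin that starts the cell cycle, -1.36, -1.71 and -0.97. Krp2 (Les_450_1_S1_at), an inhibitor of cyclin-dependent kinases, rose by 1.26, 2.28 and 0.73. AG1 (Les_3620_1_S1_at), a floral MADS-box factor, rose in leaves by 1.49, 3.41 and 1.61, and NPR1 (Les_5940_1_S1_at), a receptor of salicylic acid signals, by 1.19 and 0.90 at 2 and 6 mM. GA20OX1 (Les_64_1_S1_at), a gibberellin oxidase, had -1.99 in mock leaves at 2 mM against 6 mM (adjusted p = 0.0151 from limma, all 3 arrays at 2 mM below all 3 at 6 mM).

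The 8 probe sets for heat shock proteins split at 2 mM into 4 higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.0859, and adjusted p = 0.62 with an estimated correlation). At 6 mM they split into 2 higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.753, and adjusted p = 0.914 with an estimated correlation). At 12 mM they split into 1 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.501, and adjusted p = 0.815 with an estimated correlation). The 4 probe sets for symbols matching a heat shock pattern split at 2 mM into 2 higher and 0 lower (2 and 0 adjusted over the list alone, camera adjusted p = 0.221, and adjusted p = 0.62 with an estimated correlation). The split at 6 mM was 1 higher and 1 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.924, and adjusted p = 0.977 with an estimated correlation). The split at 12 mM was 0 higher and 0 lower (0 and 0 adjusted over the list alone, camera adjusted p = 0.403, and adjusted p = 0.645 with an estimated correlation). The 7 probe sets for cytosolic ribosomal proteins split at 2 mM into 0 higher and 7 lower (0 and 7 adjusted over the list alone, camera adjusted p = 0.00661, and adjusted p = 0.563 with an estimated correlation). At 6 mM they split into 0 higher and 5 lower (0 and 5 adjusted over the list alone, camera adjusted p = 0.0638, and adjusted p = 0.62 with an estimated correlation). At 12 mM they split into 0 higher and 0 lower (0 and 0 adjusted over the list alone, camera adjusted p = 0.936, and adjusted p = 0.996 with an estimated correlation). The 12 probe sets for Aux/IAA repressors split at 2 mM into 1 higher and 5 lower (1 and 5 adjusted over the list alone, camera adjusted p = 0.635, and adjusted p = 0.843 with an estimated correlation). The split at 6 mM was 0 higher and 5 lower (0 and 5 adjusted over the list alone, camera adjusted p = 0.118, and adjusted p = 0.613 with an estimated correlation). The split at 12 mM was 0 higher and 4 lower (0 and 4 adjusted over the list alone, camera adjusted p = 0.0478, and adjusted p = 0.511 with an estimated correlation). The 12 probe sets for the cell cycle split at 2 mM into 2 higher and 4 lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.517, and adjusted p = 0.815 with an estimated correlation). At 6 mM they split into 1 higher and 5 lower (1 and 5 adjusted over the list alone, camera adjusted p = 0.213, and adjusted p = 0.645 with an estimated correlation). At 12 mM they split into 1 higher and 2 lower (1 and 3 adjusted over the list alone, camera adjusted p = 0.141, and adjusted p = 0.62 with an estimated correlation). Between the responses at 2 and 6 mM the heat shock proteins split into 3 higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.0066, and adjusted p = 0.482 with an estimated correlation), and between those at 12 and 6 mM the ribosomal proteins into 1 higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.0023, and adjusted p = 0.511 with an estimated correlation).

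The 6 probe sets for gibberellin synthesis split at 2 mM into 1 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.443, and adjusted p = 0.645 with an estimated correlation). The split at 6 mM was 0 higher and 2 lower (0 and 2 adjusted over the list alone, camera adjusted p = 0.574, and adjusted p = 0.728 with an estimated correlation). The split at 12 mM was 0 higher and 1 lower (0 and 1 adjusted over the list alone, camera adjusted p = 0.467, and adjusted p = 0.645 with an estimated correlation). The 18 probe sets for immune receptors and kinase cascades split at 2 mM into 3 higher and 3 lower (2 and 3 adjusted over the list alone, camera adjusted p = 0.709, and adjusted p = 0.944 with an estimated correlation). At 6 mM they split into 4 higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.0787, and adjusted p = 0.645 with an estimated correlation). At 12 mM they split into 0 higher and 0 lower (0 and 0 adjusted over the list alone, camera adjusted p = 0.45, and adjusted p = 0.876 with an estimated correlation). The 4 probe sets for symbols matching a WRKY pattern split at 2 mM into 2 higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.812, and adjusted p = 0.895 with an estimated correlation). The split at 6 mM was 2 higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.471, and adjusted p = 0.645 with an estimated correlation). The split at 12 mM was 1 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.465, and adjusted p = 0.645 with an estimated correlation). The 17 probe sets for flower and fruit genes split at 2 mM into 10 higher and 4 lower (12 and 4 adjusted over the list alone, camera adjusted p = 0.205, and adjusted p = 0.645 with an estimated correlation). At 6 mM they split into 1 higher and 4 lower (1 and 3 adjusted over the list alone, camera adjusted p = 0.994, and adjusted p = 0.996 with an estimated correlation). At 12 mM they split into 1 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.695, and adjusted p = 0.887 with an estimated correlation).

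Lists by name pattern on Tables S1 to S4, which the study chose on these samples and which are not independent evidence, went both ways. Of 40 probe sets for chloroplast ribosomal proteins, 1 was higher and 39 lower at 2 mM, 2 and 28 at 6 mM, and 1 and 3 at 12 mM. Of 116 for cytosolic ribosomal proteins, 1 and 115, 0 and 83, and 0 and 3 were. Of 7 for the Calvin cycle, 0 and 5, 1 and 6, and 1 and 2 were, and of 32 for proteins conserved in fungi, 3 and 27, 1 and 14, and 0 and 0. The other lists had at 2 mM, higher and lower: 9 and 5 of 14 for photosynthesis light reactions, 3 and 1 of 9 for pathogenesis-related proteins, 2 and 0 of 3 for jasmonate synthesis, 3 and 1 of 4 for jasmonate signalling, 5 and 2 of 8 for ethylene synthesis, 6 and 3 of 10 for NAC transcription factors, 4 and 1 of 5 for zinc finger C2H2 and AN1 stress proteins, 8 and 3 of 12 for phenylpropanoids and flavonoids, 10 and 6 of 16 for cell wall loosening and pectin breakdown, 6 and 1 of 7 for cell wall synthesis, 11 and 6 of 19 for heat shock proteins, 5 and 3 of 9 for wax and lipid transfer and 6 and 2 of 8 for trichome and fruit ripening proteins of other tissues. More or as many were lower than higher with 1 and 2 of 6 for nitrate and ammonium transport and assimilation, 3 and 3 of 6 for jasmonate-induced wound proteins, 5 and 5 of 12 for ethylene signalling, 1 and 2 of 3 for WRKY transcription factors, 3 and 4 of 10 for shikimate and aromatic amino acid synthesis, 3 and 4 of 8 for glutathione S-transferases, 2 and 20 of 23 for ascorbate, glutathione and peroxide scavenging, 3 and 12 of 17 for protein breakdown and senescence and 0 and 2 of 3 for aquaporins. Of these last lists, only WRKY factors (1 and 2) and peroxide scavenging (3 and 9) still had more lower at 6 mM. At 12 mM glutathione S-transferases (1 and 1) and peroxide scavenging (3 and 3) were even, and the others had more higher. Of the lists with more higher at 2 mM, light reactions (0 and 5) and wax and lipid transfer (0 and 3) had more lower at 6 mM.

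The response at 12 mM nitrate was compared with that at 6 mM. Over the 4045 probe sets called at 6 mM the correlation was 0.907, the median ratio of the change at 12 mM to that at 6 mM was 0.514, and 3772 (93.3%) had the same sign, but a choice of probe sets at 6 mM lowers the ratio of any other level, which was 0.823 for 2 mM, so this ratio decides nothing. Over the 1840 called at 12 mM, a choice that raises the ratio, the correlation was 0.941, the median ratio 0.775, and 1812 (98.5%) had the same sign. A weaker form of one response at 12 mM may underlie these values, and the amount of target on the arrays, which the hybridisation controls track, stays open as another source.

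Table S1 labels its p-values as adjusted by FDR. They equal the unadjusted p of an interaction with nitrate coded as 1, 2, 3, with a largest difference of 5.08e-09 over 1997 probe sets. With that coding 2143 probe sets lie under 0.01 unadjusted and 651 after the Benjamini-Hochberg adjustment, and 620 of the 1997 pass the adjusted threshold. Of the 1997, 1541 had no N/B interaction by limma here.

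For the 18 transcription factor genes of Table S5, the sign of the array value matched that of the paper's leaf value for 15, 15 and 17 at 2, 6 and 12 mM. Called with the other sign were 3 at 2 mM, EIL1 (-1.09), Les_2569_1_S1_at (1.18) and WRKYIId-4 (0.82), 1 at 6 mM, WRKY70 (-1.74), and 0 at 12 mM. Of the 54 leaf values, 23 lay within 0.06 of the array value on the log2 scale. With the genes shuffled in 10000 permutations the median was 3 and the highest 11, and for 4 genes all 3 values matched. Whether some of the listed leaf values are array values was not decided.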
